# Genome-Wide Role of HSF1 in Transcriptional Regulation of Desiccation Tolerance in the Anhydrobiotic Cell Line, Pv11

**DOI:** 10.3390/ijms22115798

**Published:** 2021-05-28

**Authors:** Shoko Tokumoto, Yugo Miyata, Ruslan Deviatiiarov, Takahiro G. Yamada, Yusuke Hiki, Olga Kozlova, Yuki Yoshida, Richard Cornette, Akira Funahashi, Elena Shagimardanova, Oleg Gusev, Takahiro Kikawada

**Keywords:** CRISPR/Cas9, knockout, rescue, anhydrobiosis, *Polypedilum vanderplanki*, insect cell

## Abstract

The Pv11, an insect cell line established from the midge *Polypedilum vanderplanki*, is capable of extreme hypometabolic desiccation tolerance, so-called anhydrobiosis. We previously discovered that heat shock factor 1 (HSF1) contributes to the acquisition of desiccation tolerance by Pv11 cells, but the mechanistic details have yet to be elucidated. Here, by analyzing the gene expression profiles of newly established HSF1-knockout and -rescue cell lines, we show that HSF1 has a genome-wide effect on gene regulation in Pv11. The HSF1-knockout cells exhibit a reduced desiccation survival rate, but this is completely restored in HSF1-rescue cells. By comparing mRNA profiles of the two cell lines, we reveal that HSF1 induces anhydrobiosis-related genes, especially genes encoding late embryogenesis abundant proteins and thioredoxins, but represses a group of genes involved in basal cellular processes, thus promoting an extreme hypometabolism state in the cell. In addition, HSF1 binding motifs are enriched in the promoters of anhydrobiosis-related genes and we demonstrate binding of HSF1 to these promoters by ChIP-qPCR. Thus, HSF1 directly regulates the transcription of anhydrobiosis-related genes and consequently plays a pivotal role in the induction of anhydrobiotic ability in Pv11 cells.

## 1. Introduction

Anhydrobiosis is a reversible extreme hypometabolic state characterized by almost completely stopped metabolism and extreme loss of body water, generally over 95%, due to desiccation [1,2,3]. The anhydrobiotic state enables organisms to withstand long-term drought and to return to a normal life cycle after rehydration [4]. Anhydrobiotic organisms have been found in plants and invertebrates [4,5], such as Nematoda [6], Rotifer [7], Tardigrada [8] and Insecta [9]. The larva of the sleeping chironomid *Polypedilum vanderplanki* [10], which inhabits semi-arid regions of Africa, is anhydrobiotic [11,12,13]. The cell line, Pv11, which was derived from *P. vanderplanki* embryos, is also capable of the extreme desiccation tolerance that characterizes anhydrobiosis [14,15]. Thus, Pv11 is a promising model in which to investigate the molecular mechanisms underlying anhydrobiosis in *P. vanderplanki*. Using a transcriptional approach to define the mRNA profiles of both *P. vanderplanki* larvae and Pv11 enabled us to develop a list of genes putatively involved in desiccation tolerance [16,17,18]. However, the link between the activity of these genes and the adaptation mechanisms remains unclear due to the limited range of gene manipulation techniques available in Pv11 cells.

Pv11 is the only animal cell line capable of entering anhydrobiosis [14,15], and the cells can be preserved in the dry state at room temperature for up to 372 days [9]. To successfully induce anhydrobiosis in Pv11 cells, treatment with a high concentration of trehalose is necessary prior to a desiccation step [15], and during this treatment, several genes are strongly upregulated, such as the genes encoding late embryogenesis abundant (LEA) proteins [16,19], thioredoxins (TRXs) [16,20], protein-L-isoaspartate (D-aspartate) O-methyltransferases (PIMTs) [16,21] and *Lea*-island-located (LIL) proteins [22]. LEA proteins are reported to act as a molecular shield to protect endogenous proteins from desiccation stress [23,24,25], and TRXs are a core component of the antioxidant system that attenuates oxidative stress [26]. PIMT is a protein repair enzyme that converts isoaspartate to aspartate, thus preventing distortion of the protein structure [27]. LIL genes have four to five transmembrane domains and may act as anhydro-protectants for cellular membranes, as expected from their subcellular localization [22]. Because of their function and high levels of expression, these genes are considered to be necessary for anhydrobiosis and the massive accumulation of such anhydro-protectants likely confers desiccation tolerance on Pv11 cells. However, although the above genes are considered to be important for anhydrobiosis, how they are regulated remains largely unknown.

Previously we reported that heat shock factor 1 (HSF1) is one of the pivotal transcription factors governing desiccation tolerance in Pv11 cells [17,28]. Generally, HSF1 is a master regulator of the heat shock response in mammalian cells and directly activates target genes including heat shock protein (Hsp) genes [29]. In the nematode *Caenorhabditis elegans*, HSF1 is involved both in the activation and repression of gene expression either directly or indirectly in response to heat shock [30]. In our previous study, computational analysis of the *P. vanderplanki* genome showed that a sequence similar to a HSF binding site was enriched in the promoters of desiccation- and trehalose-induced genes of *P. vanderplanki* larvae and Pv11 cells [17,28], respectively, suggesting that HSF1 regulates the expression of these genes upon desiccation stress and trehalose treatment. Transcriptome analysis of Pv11 cells is consistent with a role for HSF1 as a key transcription factor for the upregulation of anhydrobiosis-related genes [17]. However, we have yet to obtain clear evidence to determine whether HSF1 makes a substantial contribution to the upregulation of anhydrobiosis-related genes. In addition, it is unclear whether HSF1 is involved in repression of gene expression in Pv11 cells. To address these issues, a genome-wide screen for genes regulated by HSF1 is necessary, but a suitable experimental system for Pv11 cells had not been sufficiently developed prior to the current work.

To unveil the molecular mechanisms underpinning anhydrobiosis in Pv11 cells, we have developed several gene manipulation techniques, such as gene silencing and over-expression [31,32,33]. However, two problems remain unresolved: (1) electroporation is the only available method for RNA and DNA transfection in Pv11 cells, but the physical damage causes reduction of the desiccation tolerance for a while after electroporation [18]; (2) during the establishment of stable transformants, the transfected plasmid fragments could be inserted adventitiously into anhydrobiosis-related genes and thereby disrupt their function, resulting in transfected cells being significantly less desiccation-tolerant than normal Pv11 cells [18,31]. To mitigate these problems, we established a targeted gene insertion method using the CIRSPR/Cas9 system for Pv11 cells [18]. Importantly, this system can provide stable expression of exogenous genes without affecting the desiccation tolerance of Pv11 cells [18]. Such a CRISPR/Cas9-based system for gene knockout in Pv11 cells will facilitate a detailed examination of the molecular mechanisms of anhydrobiosis.

Here we describe the successful development of gene-knockout and gene-rescue methods based on the CRISPR/Cas9 system and have used these to investigate HSF1-mediated gene regulation of anhydrobiosis in Pv11 cells. Comparison of the whole-genome transcription profiles of HSF1-knockout and -rescue cell lines revealed that HSF1 is necessary for the upregulation of anhydrobiosis-related genes and the downregulation of genes involved in basal cellular processes, such as transcription and translation, during trehalose treatment. In addition, by re-expression of FLAG-tagged HSF1 in the HSF1-knockout cells, we confirmed HSF1 binding to the promoters of anhydrobiosis-related genes by ChIP-qPCR using a FLAG antibody. This result suggests that HSF1 can directly activate genes during trehalose treatment in Pv11 cells. Moreover, the expression of *Lea* and *Trx* genes was highly dependent on the presence of HSF1—to a greater extent than other genes—showing that HSF1 is the main activator of *Lea* and *Trx* genes in Pv11 cells. Our results demonstrate that, for successful entry of Pv11 cells into anhydrobiosis, genome-wide transcriptional regulation by HSF1 is required.

## 2. Results

### 2.1. Establishment of a HSF1-Knockout Clonal Cell Line Using the CRIS-PITCh Technique

To establish a HSF1-knockout cell line using the CRISPR/Cas9-mediated PITCh (precise integration into target chromosome) approach, termed a CRIS-PITCh system [34], we designed the following vectors to integrate AcGFP1 and zeocin resistance gene (ZeoR) with opposite orientation in the *Hsf1* gene [35]: (1) an expression vector for gRNA targeting exon 1 of *Hsf1* (Figure 1a); (2) a donor vector harboring a 121-promoter-AcGFP1-P2A-ZeoR flanked by microhomology arms and the gRNA sequence. The donor vector plus hSpCas9- [18] and gRNA-expression vectors were transfected into Pv11 cells and we then performed zeocin selection and single-cell sorting as described previously [18] to acquire a *Hsf1*-disrupted clonal cell line of Pv11 cells, *Hsf1*^−/−^ (Figure 1a).

To confirm that the gene insertion had occurred correctly, we extracted genomic DNA from the clonal cell line and performed genomic PCR on the region around the inserted gene. Whereas a single 2928-bp band was detected in the *Hsf1*^−/−^ cell line, a single 191-bp band was detected in wild type (WT) Pv11 cells (Figure 1b). This result showed biallelic insertion of the 121-promoter-AcGFP1-P2A-ZeoR unit into exon 1 of *Hsf1* in the *Hsf1*^−/−^ cell line. Furthermore, analysis of the genome sequence of *Hsf1* confirmed correct gene knock-in (Data S1). Western blotting using a HSF1-specific antibody confirmed the absence of HSF1 protein both before (T0) and 48 h after treatment with a high concentration of trehalose (T48, Figure S1) in the *Hsf1*^−/−^ cell line (Figure 1c and Figure S2a). These results clearly demonstrate the successful establishment of a HSF1-knockout cell line. The survival rate of the dried *Hsf1*^−/−^ cell line after rehydration was significantly lower than that of dried WT cells (Figure 1d), shows that HSF1 is important for desiccation tolerance in Pv11, as described in our previous report [28].

### 2.2. HSF1 Rescue of the HSF1-Knockout Cell Line Using the CRIS-PITCh Technique

To create an HSF1-rescue cell line from the *Hsf1*^−/−^ cell line, constructs encoding *Hsf1*-Flag-P2A-HaloTag and blasticidin S-resistance (BlaR) were introduced into the 5′-flanking site of stop codon of *g7775* (previously called *Pv.00443*) [18], as illustrated in the left panel of Figure 2a. In a separate experiment, HaloTag alone and BlaR gene were also integrated into the same locus to generate a negative control for the rescue cell line (Figure 2a right). The donor vectors plus hSpCas9- and gRNA-expression vectors were transfected into the *Hsf1*^−/−^ cell line, then blasticidin S selection and single-cell sorting were performed as described previously [18].

The genomic DNAs of the clonal cell lines were subjected to genomic PCR and sequenced to confirm precise insertion of the above constructs. In the HaloTag and BlaR knock-in cell line, 1142 and 644 bp bands were detected, while 2942 and 644 bp bands were detected in the *Hsf1*-Flag-P2A-HaloTag and BlaR knock-in cell line (Figure 2b, sequence data are shown in Data S2 and S3). These results confirmed the establishment of the *Hsf1*^−/−^; *g7775*^HaloTag/BlaR^ (hereinafter called “*Hsf1*^−/−^; HaloTag/BlaR”) and *Hsf1*^−/−^; *g7775^Hsf1^*^-HaloTag/BlaR^ (hereinafter called “*Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR”) cell lines. Western blotting showed the re-expression of HSF1 protein only in the *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cell line (Figure 2c and Figure S2b). Furthermore, the desiccation survival rate was completely rescued only in the *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cell line (Figure 2d), that is, in the HSF1-rescue cell line. Intriguingly, the loss of HSF1 did not affect cell viability upon treatment with a high concentration of trehalose for 48 h, which induces desiccation tolerance in Pv11 cells (Figure S3). This suggests that HSF1 is likely involved in regulating the expression of genes that enable Pv11 cells to withstand the stress of drying and rehydration, rather than the physical stresses, such as osmotic stress, caused by high concentrations of trehalose per se [15,18].

### 2.3. Contribution of HSF1 to the Regulation of Genes Crucial for Anhydrobiosis

To examine the contribution of HSF1 to the regulation of genes involved in desiccation tolerance, total mRNA was extracted from WT, *Hsf1*^−/−^, *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells at T0 and T48, then subjected to transcriptome analysis. 

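Pv11 is a cultured cell line of the sleeping chironomid *Polypedilum vanderplanki* whose cells can be dried and rehydrated after incubation with concentrated trehalose. Poly(A) RNA from 4 lines was sequenced as 150 bp paired-end reads, at T0 and after 48 h in trehalose (T48), with 3 libraries in each of the 8 groups and 24 libraries in all. The lines were WT, the knockout *Hsf1*-/-, the knockout with HaloTag and BlaR at the *g7775* locus (*Hsf1*-/-; HaloTag/BlaR, here the control cells) and the knockout with *Hsf1* added at the same locus (*Hsf1*-/-; *Hsf1*-HaloTag/BlaR, here the HSF1-rescue cells). The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 to genome assembly Pv_5.2 and counted them per gene with HTSeq, leaving out reads that fit more than 1 gene or place. They converted the counts to TPM and deposited the mean TPM of the 3 libraries of each group, which is the unit of all expression values below. The table lists 17782 genes, 17576 of them on the 4 chromosomes, of which 13899 had TPM above 0 in some group and 8963 had a mean TPM of at least 1. TPM keeps no sequencing depth, so the depth is the paper's own, as the number of reads assigned to genes in Table S8. The lines were matched by name, with the derived lines, which that table prints as *Hsf1*+/+ beside WT, read as *Hsf1*-/-. By that table the WT libraries had 11331144 to 13581193 assigned reads at T0 (median 12203353) and 10857269 to 13485192 at T48 (median 12369050). The *Hsf1*-/- libraries had 7840554 to 11803954 at T0 (median 9874913) and 10445405 to 11000242 at T48 (median 10767831). In the control cells the range was 7221398 to 13394818 at T0 (median 12302148) and 9068587 to 10713183 at T48 (median 10002489). In the HSF1-rescue cells it was 8471134 to 15355239 at T0 (median 9058347) and 9449334 to 14486439 at T48 (median 10202281). These are between 40.0% and 41.6% of the reads that the table lists for a library as assigned, ambiguous, not uniquely aligned or without a feature.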

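Since the deposited values are group means, no test between libraries was made on them. A gene was counted as changed where its mean TPM was at least 1 in either group and its log2(TPM + 1) differed by at least 1, which is a 2-fold change, and log2 ratios below are on the same scale with a pseudocount of 1, which understates the change of genes with low TPM. The error between libraries was taken from the paper's Data S15, of which the first 1998 of 17850 rows were used here. The means of its 3 library values per group equal the deposited means to within a relative difference of 4.68e-06. For the 1245 of these genes with a TPM of at least 1, the SD of log2(TPM + 1) between the paper's libraries was computed. Its median was 0.11 to 0.16 depending on the group (n = 3). The medians of the HSF1-rescue and control cells at T48, combined as the root of their summed squares, gave 0.17 for a log2 ratio of single libraries. TPM values are shares of a total, so a few abundant genes shift all others. Over the 8963 expressed genes the median log2 ratio of T48 over T0 was 0.51 in WT, 0.29 in the knockout, 0.34 in the control cells and 0.09 in the HSF1-rescue cells, and the median of HSF1-rescue over control cells was -0.06 at T0 and -0.32 at T48. Division by median-of-ratios factors, computed over the 8873 genes above 0 in all groups, brought these 6 medians to between -0.01 and 0.03, and values after this scaling are given wherever a direction or a split depends on it. The targeted gene, *Hsf1* (*g3611*, chromosome 1, 26743486 to 26747182, minus strand), was close to 0 TPM in every group, at 0.0863 and 0.307 in WT at T0 and T48, 0.0110 and 0.197 in the control cells and 0.00892 and 0.139 in the HSF1-rescue cells. At these levels the transcript separates neither WT from the knockout nor the rescue from its control, and the identity of the lines below rests on their labels.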

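Principal component analysis of the 8 group means, on untransformed TPM over all genes, placed 70.8% of the variance on the first component and 18.8% on the second. Scores on the first component ran from -52130 for WT at T0 to 57490.2 for the HSF1-rescue cells at T48. Over all genes, *Hsf1*-/- and the control cells lay 6575 TPM apart at T0 and 8856 TPM apart at T48 (Euclidean distance of the group means). The distance between WT and the HSF1-rescue cells was 67833 TPM at T0 and 60589.7 TPM at T48. WT was also 56967 TPM from the control cells at T0, and 25589 TPM at T48. At T0 these distances of WT come mostly from 1 gene, *g7775*, which makes up 94.7% and 91.3% of the squared distance (47.9% and 40.2% at T48). Both derived lines carry their insert at this gene. *Hsf1*-/- has none there, and its 48156 TPM at T0 was near the 48409.6 TPM of the control cells, against 102838 TPM in WT. The difference from WT was therefore present without the insert. With log2(TPM + 1) the first component held 57.2% of the variance and the second 16.8%, and without the 10 most abundant genes they held 72.6% and 15.1%. On the log2 scale the same distances were 33.7 and 37.8 between the knockout lines and 62.3 and 75.8 between WT and the HSF1-rescue cells, while WT lay 68.2 and 62.2 from the control cells, so that at T0 WT was then nearer to the HSF1-rescue cells. Distances between group means have no replicate check.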

The result of principal component analysis is shown in Figure S4a: two conditions in *Hsf1*^−/−^ and *Hsf1*^−/−^; HaloTag/BlaR cells clustered together, and a large difference was observed between WT and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells in both conditions. These data indicated that the two HSF1-knockout cells have a similar expression pattern, while the expression patterns of WT and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells are different, probably due to HSF1 expression at T0 in *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells (Figure 2c).

Next, we compared mRNA expression for the T0 and T48 conditions in the four cell lines. As a result, 7636 DEGs were identified (edgeR: likelihood ratio test, false discovery rate (FDR) < 0.05; Table S1) and clustered using a hierarchical clustering algorithm (Figure S4b and Data S4). 

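At T48, 2190 genes were at least 2-fold higher than at T0 in WT and 393 were at least 2-fold lower, out of 8522 genes with a mean TPM of at least 1 at either time. The counts were 1896 higher and 689 lower in *Hsf1*-/-, and 2039 and 687 in the control cells. The HSF1-rescue cells had the fewest in all, with 940 higher and 547 lower. Scaling of the group means moved this split from 84.8% to 53.3% higher in WT, from 73.3% to 52.5% in *Hsf1*-/- and from 74.8% to 52.6% in the control cells, more than any other alternative. In the HSF1-rescue cells it went from 63.2% to 56.9% after scaling and to 70.2% without the 10 most abundant genes. In the part of Data S15 used here, all 3 of the paper's T48 libraries of WT lay on one side of all 3 T0 libraries in 74.9% of the expressed genes. For a gene without any difference chance gives 10%. The median shift of 0.51 over all genes in WT can separate libraries by itself. The share was not computed after scaling, so it cannot tell gene-specific changes from that shift. The authors' assignment of 7636 genes to 6 clusters is part of the deposited table, and clusters B to F hold 843, 2586, 702, 1817 and 645 genes. In cluster B, 97.5% of the genes were highest in WT at T48 (84.3% after scaling). An example is *g11015* (chromosome 3, 13412442 to 13418480), with 36.6 ± 2.95 TPM at T0 and 98.4 ± 2.38 TPM at T48 in WT (mean ± SD of the paper's 3 libraries), against 36.7 ± 1.64 and 48.1 ± 3.50 TPM in the HSF1-rescue cells. The T48 level of this gene in the control cells, 83.5 ± 6.38 TPM, was nearer to that of WT. In *Hsf1*-/- it was 61.4 ± 2.15 TPM, nearer to that of the HSF1-rescue cells. In cluster D, *g10224* (chromosome 3, 8346491 to 8347036) fell in WT from 5277 ± 54.7 to 3032 ± 135 TPM (SD, n = 3, the paper's libraries).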

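Of the 1043 genes that the authors assigned to cluster A, 52.5% had their highest mean TPM in the HSF1-rescue cells at T48, 25.4% in *Hsf1*-/- at T48, 11.6% in WT at T48 and 9.49% in the control cells at T48. After scaling of the group means the first of these shares rose to 80.7%. The cluster holds 23 of the 27 *Lea* genes, 13 of the 25 *Trx* genes, 12 of the 14 *Pimt* genes, all 13 *Lil* genes, 3 of the 4 genes of trehalose metabolism and 4 of the 47 *Hsp* genes listed in Data S10. The thioredoxin gene *g17489* (chromosome 4, 13668894 to 13669405, minus strand) rose from 63.5 TPM at T0 to 369 TPM at T48 in the HSF1-rescue cells, from 28.4 to 49.8 TPM in the control cells and from 14.9 to 200.3 TPM in WT. The smaller change of *g190* (chromosome 1, 1633203 to 1634175) was from 86.8 to 147 TPM with HSF1 re-expressed and from 64.4 to 100.6 TPM in the control cells. In *Hsf1*-/-, also without HSF1, this gene rose as deposited by a larger log2 ratio than in the HSF1-rescue cells (0.98 against 0.76), from 66.1 to 130.9 TPM. Scaling shifts ratios of T48 over T0 by -0.32 in *Hsf1*-/- and by -0.09 in the HSF1-rescue cells. The larger rise without HSF1 therefore does not hold after scaling.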

Most genes in cluster A showed the highest expression level in *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells treated with trehalose (Figure S4b,c), and the cluster includes many known anhydrobiosis-related genes such as *Lea* and *Pimt* genes [16,19,21] (Table S2). In the *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells, the high expression level of cluster A genes may be the reason for the statistically significant increase in the survival rate of the dried cells after rehydration (Figure 2d and Figure S4b).

To focus on gene regulation by HSF1, we compared the mRNA expression profiles of *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells for the following reasons: (1) the two cell lines were derived from a common cell line, *Hsf1*^−/−^; (2) the only difference between the two cell lines is the expression of HSF1, because AcGFP1, ZeoR, HaloTag and BlaR are expressed in both cell lines. This analysis identified 5930 DEGs (edgeR: likelihood ratio test, FDR < 0.05; Table S3). 

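Both derived lines carry their insert at *g7775* (chromosome 2, 25899241 to 25899664, minus strand), in front of its stop codon. This gene had 48409.6 TPM in the control cells and 36839.9 TPM in the HSF1-rescue cells at T0, a log2 ratio of -0.39. At T48 it fell to 37726 TPM in the control cells and to 12040.2 TPM in the HSF1-rescue cells, a log2 ratio of -1.65, which stayed at -1.29 after scaling of the group means. *Hsf1*-/- cells, which have no insert there, had 48156 TPM at T0 and 42716 TPM at T48. In WT the gene held 10.3% of all TPM at T0, with 102838 TPM, and 5.4% at T48.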

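At T0, 358 genes were at least 2-fold higher and 189 at least 2-fold lower in the HSF1-rescue cells than in the control cells, out of 7841 with a mean TPM of at least 1 in either line. At T48 the numbers were 493 higher and 1201 lower, out of 8454. After scaling of the group means, 806 genes were higher and 587 lower at T48, so that the share of higher genes went from 29.1% to 57.9%, and without the 10 most abundant genes it was 36.0%. The 493 higher genes were all among the 806, and the 587 were all among the 1201. In the part of Data S15 used here, the paper's 3 libraries of the HSF1-rescue cells did not overlap with those of the control cells in 68.6% of the expressed genes at T48 and in 45.2% at T0. For a gene without any difference chance gives 10%. At T48 the median shift of -0.32 over all genes adds to the share, more than the -0.06 at T0. The shares were not computed after scaling, so how much of them is that shift is unknown. Among the 189 genes past 2-fold at T48 there were 186 without overlap, a number largely fixed by choosing them on the means of the same libraries. The deposited table assigns 5932 genes to 4 clusters, which were formed on the values of these 4 groups, so that the patterns of the clusters in the control and HSF1-rescue cells are not independent of the assignment. A clustering of their mean TPM with ward.D2 linkage on Pearson distance, set beside the authors' assignment, placed 92.1% of them in the matching cluster. It placed all genes of clusters 2, 3 and 4 there but only 672 of the 1140 of cluster 1, so that every mismatch lies in that cluster. Average linkage placed 78.1% of the genes in the matching cluster, and 509 of those of cluster 1.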

All DEGs were clustered using a hierarchical clustering algorithm, and then Gene Ontology (GO) enrichment analysis was performed for each cluster (Figure 3 and Data S5).

In cluster 1, which comprised 1140 DEGs (Figure 3a and Table S3), most genes were downregulated at T48 in both cell lines (Figure 3a and Figure S5), while at T0, the expression levels of this cluster tended to be higher in the presence of HSF1 (Figure S5 and Figure 2c). These results suggested that this cluster contains a group of HSF1-inducible genes at T0. In this cluster, the GO terms, oxidoreductase activity (GO:0016491), nucleosome (GO:0000786) and protein heterodimerization activity (GO:0046982) were enriched (Figure 3b and Data S5). 

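The median log2 ratio of T48 over T0 in the 1140 genes of cluster 1 was -0.54 in the control cells, where 75.4% of the genes were lower at T48, and -0.35 in the HSF1-rescue cells, where 82.2% were lower. In 62.1% of the genes the level was lower at T48 in both lines. Relative to the shift of all genes these falls were larger, with medians of -0.88 in the control cells and -0.43 in the HSF1-rescue cells after scaling. Without the 10 most abundant genes the median in the HSF1-rescue cells was -0.25. At T0, 65.4% of the genes were higher in the HSF1-rescue cells (72.1% after scaling), with a median log2 ratio of 0.17, and 151 genes were at least 2-fold higher. In the part of Data S15 used here, the SD of that median between the paper's libraries was 0.02 (125 genes of the cluster). The ratio at T48 was larger still, with a median of 0.37 and 78.9% of the genes higher in the HSF1-rescue cells (0.68 and 90.2% after scaling). Of the genes drawn in Figure S5, *g13601* (chromosome 3, 31154996 to 31156155) went from 95.0 to 70.8 TPM in the control cells and from 195.9 to 152 TPM in the HSF1-rescue cells. *g7425* (chromosome 2, 23632065 to 23634405) fell from 53.4 to 3.35 TPM and from 84.9 to 7.19 TPM. Among genes of at least 10 TPM the largest log2 ratios at T48 were those of *g167*, at 50.1 TPM in the HSF1-rescue cells and listed at 0 in the control cells, and *g4436*, at 21.7 against 0.297 TPM. Neither gene followed HSF1 across the other lines at T48. *g167* had 12.5 TPM in *Hsf1*-/- and 2.42 TPM in WT, and *g4436* had 0.327 and 0.281 TPM. From the lower levels at T48 in the control and HSF1-rescue cells and the higher levels at T0 with HSF1, the paper proposes that the cluster holds genes induced by HSF1 at T0.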

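GO terms were tested in each cluster with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over 506 terms of at least 5 genes, against the 8038 genes with a GO term and TPM above 0 in the HSF1-rescue or control cells. Cluster 1 has 807 such genes, and 31 terms were enriched at an adjusted p under 0.05. Oxidoreductase activity was carried by 36 of the 807 genes and by 185 of the background (adjusted p = 0.00205 from this Fisher's exact test). The nucleosome term was carried by 31 of 93 genes of the background (adjusted p = 8.37e-08, Fisher's exact test) and protein heterodimerization activity by 30 of 95 (adjusted p = 3.88e-07, Fisher's exact test). The smallest adjusted p was shared by 3 terms with 13 of 16 genes each in the cluster, among them the proteasome core complex (6.83e-09, Fisher's exact test). With terms of at least 10 genes alone, the alternative that moved the count most, 19 terms were enriched.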

Genes encoding alcohol-, aldehyde-, or lactate/malate-dehydrogenase domains were included in the oxidoreductase activity (Data S5), and genes encoding histone domains were included in the nucleosome and protein heterodimerization activity (Data S5). In addition, genes related to chaperones including *Hsp* genes were included in the protein folding (GO:0006457) and unfolded protein binding (GO:0051082, Data S5) categories, and these GOs were only enriched in this cluster (Figure 3b). This result showed that several *Hsp* genes are downregulated during trehalose treatment.

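Protein folding was carried by 19 genes of cluster 1 out of 44 in the background (adjusted p = 6.88e-07, Fisher's exact test), and unfolded protein binding by 16 out of 30 (adjusted p = 2.93e-07, Fisher's exact test). In clusters 2 to 4 the terms were carried by 2 to 5 genes each, and their adjusted p was 1.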

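Cluster 1 holds 17 of the *Hsp* genes listed in Data S10. At T48, 15 of the 17 were lower than at T0 in the control cells, 16 in *Hsf1*-/-, 12 in the HSF1-rescue cells and 7 in WT. Their median log2 ratio was -0.70 in the control cells, -0.63 in *Hsf1*-/-, -0.20 in the HSF1-rescue cells and 0.05 in WT, and the last of these turned to -0.51 after scaling, with 13 of the 17 genes lower. The most abundant of them, heat shock cognate 70 (*g11137*, chromosome 3, 14302644 to 14304725, minus strand), went from 9923 ± 504 to 6596 ± 183 TPM in the control cells, a fall beyond the spread of the paper's libraries (SD, n = 3). In the HSF1-rescue cells it went from 9467 ± 426 to 9055 ± 269 TPM (SD, n = 3), a difference within about that spread.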

There were 1132 DEGs in cluster 2 (Figure 3a and Table S3). These genes were generally downregulated at T48 in the presence of HSF1 and had a higher expression level at T0 or T48 in the absence of HSF1 (Figure 3a and Figure S5), suggesting that this cluster contains a group of HSF1- and trehalose-repressed genes. In this cluster, the GO terms, ATP binding (GO:0005524), nucleus (GO:0005524) and DNA binding (GO:0003677) were enriched (Figure 3b). 

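Of the 1132 genes of cluster 2, 90.8% were lower at T48 than at T0 in the HSF1-rescue cells, with a median log2 ratio of -0.45, and 80.5% were lower in the control cells, with a median of -0.41. After scaling of the group means the share in the control cells rose to 97.9%. In the control cells 76.1% of the genes had their highest level of the 4 groups at T0 and 17.0% at T48 (87.6% and 0.442% after scaling). At T0, 89.4% of the genes were lower in the HSF1-rescue than in the control cells, with a median log2 ratio of -0.47. At T48 the share was 79.9% with a median of -0.49, and scaling reduced these to 61.0% and -0.15. The elongation factor 1-alpha gene *g10339* (chromosome 3, 8940121 to 8941577) had 30008 ± 1049 TPM at T48 in the control cells and 16061 ± 478 TPM in the HSF1-rescue cells, further apart than the spread of the paper's libraries (SD, n = 3). *g1122* (chromosome 1, 8320519 to 8323150), one of the genes of Figure S5, had 339.6 ± 9.97 and 151 ± 5.91 TPM (SD, n = 3). The other gene of the cluster in that figure, *g10870* (chromosome 3, 12374455 to 12375202), was higher in the HSF1-rescue cells at T48, with 98.6 ± 6.62 TPM in the control cells and 124 ± 7.14 TPM in the HSF1-rescue cells, after 164 ± 7.14 and 127 ± 4.79 TPM at T0 (SD, n = 3). Among genes of the cluster with at least 10 TPM the log2 ratio at T48 was largest in size in *g5365*, at 47.9 TPM in the control cells and 0.311 TPM in the HSF1-rescue cells.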

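In cluster 2, 861 genes entered the GO comparison and 29 terms were enriched. ATP binding was carried by 113 of them and by 636 genes of the background (adjusted p = 3.92e-06, Fisher's exact test). The nucleus term was carried by 80 genes out of 482, and DNA binding by 69 out of 401, with an adjusted p of 0.0013 for each (Fisher's exact test). DNA replication stood first, with 27 of its 41 genes in the cluster (adjusted p = 1.8e-14, Fisher's exact test).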

Genes encoding helicase, protein kinase or AAA+ ATPase domains were included in the ATP binding category, and genes encoding histone and transcription factor-like genes were included in the nucleus and DNA binding group (Data S5). Furthermore, genes relating to translation were also enriched in this cluster (e.g., translation: 0006412 and structural consistent of ribosome: 0003735). 

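The translation term was carried by 33 genes of the cluster out of 119 in the background (adjusted p = 2.08e-05, Fisher's exact test). As many genes, out of 122, carried the term for structural constituents of the ribosome (adjusted p = 2.62e-05, Fisher's exact test), and 8 of the 9 genes with translation elongation factor activity were in the cluster.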

Genes relating to protein kinase may be involved in signaling pathways regulated by phosphorylation [36]. The AAA+ ATPase family is involved in a myriad of cellular processes, for example, membrane fusion, protein folding/unfolding and protein degradation [37,38,39,40]. Therefore, these data suggested that HSF1 may repress genes involved in basal cellular processes including signaling pathways, transcription and translation.

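In the control cells 93.7% of the 2338 genes of cluster 3 were higher at T48 than at T0, with a median log2 ratio of 0.95, and 1112 of them rose at least 2-fold. In the HSF1-rescue cells 68.5% were higher, with a median of 0.20, and 211 rose at least 2-fold. *Hsf1*-/- and WT cells, whose values did not enter the clustering, had medians of 0.79 and 0.76, although WT carries HSF1. Scaling of the group means lowered these medians, in the order given, to 0.61, 0.13, 0.52 and 0.25, with 83.3% of the genes higher in the control cells. At T48, 97.1% of the genes were lower in the HSF1-rescue than in the control cells, with a median log2 ratio of -0.89, and 957 were at least 2-fold lower. After scaling the share was 88.6% and the median -0.57. In 10000 random lists of genes with matched mean expression, the scaled median at T48 lay between 0.14 and 0.23, while the 2274 genes of the cluster with a scaled TPM of at least 1 had a median of -0.58. A median outside the random lists was largely fixed in advance, since the control and HSF1-rescue values had formed the cluster. *g14352* (chromosome 3, 36874786 to 36875344) went from 3.98 to 140.8 TPM in the control cells and from 4.48 to 4.60 TPM in the HSF1-rescue cells. *g13562* (chromosome 3, 30948698 to 30953227) rose from 67.2 to 378 TPM and from 7.67 to 17.6 TPM. *g1142* (chromosome 1, 8389825 to 8392218) went from 91.2 ± 11.1 to 131 ± 3.30 TPM in the control cells and from 77.1 ± 2.20 to 67.1 ± 3.31 TPM in the HSF1-rescue cells (SD, n = 3, the paper's libraries).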

In cluster 3, there were 2338 DEGs (Figure 3a and Table S3), almost all of which were strongly upregulated at T48, but only in the absence of HSF1 (Figure 3a and Figure S5), suggesting that this cluster contains a group of HSF1-repressed and trehalose-inducible genes. In this cluster, the GO terms nucleic acid binding (GO:0003676), ATP binding (GO:0005524) and nucleus (GO:0005524) were enriched (Figure 3b). 

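For cluster 3, 1602 genes were compared with the background and 5 terms were enriched. ATP binding had the smallest adjusted p, with 173 genes of the cluster (0.00122, Fisher's exact test), followed by aminoacyl-tRNA ligase activity, with 18 of 35 genes (0.00788, Fisher's exact test). Nucleic acid binding was carried by 189 genes out of 778, at an adjusted p of 0.0620 (Fisher's exact test). It passed 0.05 with all genes that have a GO term as the background (0.00829, Fisher's exact test) and with terms of at least 10 genes (0.0342, Fisher's exact test). The nucleus term was carried by 105 genes of the cluster, or 6.55%, against 6.00% of the background (adjusted p = 1, Fisher's exact test).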

Many genes encoding zinc finger domains were included in the nucleic acid binding and nucleus category, while genes encoding AAA+ ATPase, ABC transporter-like, protein kinase or helicase domain were included in the ATP binding group (Data S5). The genes encoding zinc finger domains are probably transcription factors and are thus involved in transcription [41,42]. ABC transporters are ATP-dependent pumps that transport a huge diversity of substrates and are thus involved in a wide range of cellular processes [43,44]. Therefore, these results suggested that cluster 3 genes, which are involved in many cell processes including transcription, signal transduction and the transportation of substrates, are repressed by HSF1 during trehalose treatment. 

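The deposited table assigns 1322 genes to cluster 4, and 82 of them are among the 130 anhydrobiosis-related genes of Data S10. They are 26 *Lea*, 17 *Trx*, 13 *Pimt*, 13 *Lil*, 10 *Hsp* and 3 trehalose metabolism-related genes. Cluster 1 holds 21 of the 130, cluster 2 holds 7 and cluster 3 holds 5. The anhydrobiosis-related genes took 5.12% of all TPM in the control cells at T0 and 8.84% at T48. In the HSF1-rescue cells their share was 9.98% at T0 and 22.6% at T48, and in WT it was 7.25% and 13.2%.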

Cluster 4 comprised 1320 DEGs, and many anhydrobiosis-related genes were included in this cluster (Table S4). 

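All genes of cluster 4 were higher at T48 than at T0 in the HSF1-rescue cells, with a median log2 ratio of 0.76, and 481 rose at least 2-fold. In the control cells 78.7% were higher, with a median of 0.44, and 324 rose at least 2-fold. After scaling of the group means the share was 99.6% with HSF1 and 60.5% without it, with medians of 0.69 and 0.14. The highest of the 4 levels was that of the HSF1-rescue cells at T48 in 85.7% of the genes (98.0% after scaling). At T48 the median log2 ratio of HSF1-rescue over control cells was 0.46, with 325 genes at least 2-fold higher, and it was 0.16 at T0. The scaled median at T48, 0.80 over the 1253 genes of at least 1 TPM, was above all 10000 random lists of matched expression, whose medians reached -0.03. As the cluster was formed on these same values, that outcome was largely fixed in advance and is no independent evidence. WT and *Hsf1*-/- did not enter the clustering, and their medians were 0.84 and 0.54 (0.36 and 0.29 after scaling). *g17485*, a gene of the *Trx* family (chromosome 4, 13663211 to 13663837, minus strand), had 273 TPM in the HSF1-rescue cells at T48, 0.607 TPM in the control cells and 46.0 TPM in WT. *g2652* (chromosome 1, 19355717 to 19358832) changed little, from 68.5 to 76.7 TPM with HSF1 and from 54.4 to 57.8 TPM without it, and the second of these changes turned negative after scaling.

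**Figure D1:**
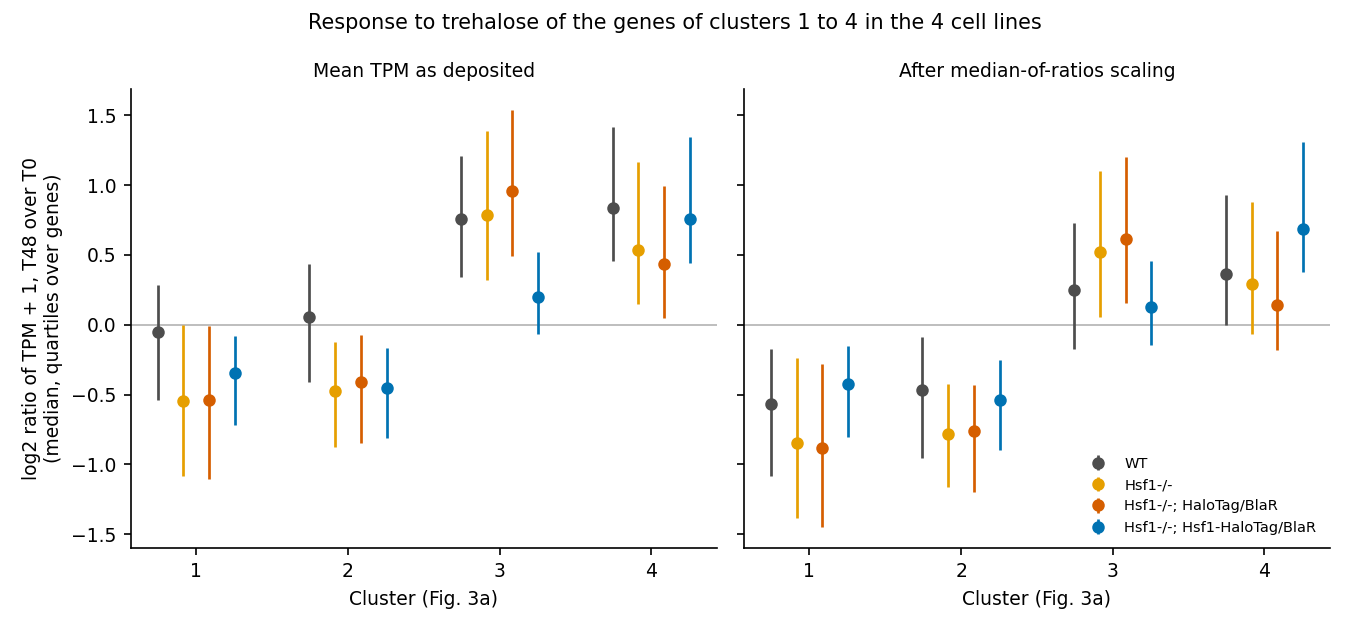
Median log2 ratio of T48 over T0 of the genes of clusters 1 to 4 (horizontal axis) in the 4 cell lines, with mean TPM as deposited on the left and after scaling of the group means on the right. Points are medians and bars run from the lower to the upper quartile of the genes, and in cluster 4 the median of the HSF1-rescue cells lies above that of the control cells in both panels (0.76 against 0.44, and 0.69 against 0.14), while the WT medians of clusters 1 and 2 lie near 0 as deposited (-0.05 and 0.05) and below it after scaling (-0.56 and -0.47).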

Most of the cluster 4 genes were highly expressed at T48 only in the presence of HSF1 (Figure 3a and Figure S5), showing that genes in this cluster were upregulated in an HSF1- and trehalose-codependent manner (Figure 3a and Figure S5). In this cluster, the GO terms signal transduction (GO:0007165), cell redox homeostasis (GO:0045454) and cellular protein modification process (GO:0006464) were enriched (Figure 3b and Data S5). These results suggested that massive accumulation of proteins in this cluster could contribute to tolerance of desiccation and rehydration stresses in Pv11 cells.

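Cell redox homeostasis was carried by 21 of the 828 genes of cluster 4 that entered the comparison and by 58 of the background (adjusted p = 2.36e-05, Fisher's exact test). Cellular protein modification process was carried by 16 genes out of 36, with the same adjusted p. For signal transduction the cluster had 22 genes, or 2.66%, against 1.52% of the background (adjusted p = 0.324, Fisher's exact test). That term passed 0.05 only against all genes with a GO term, expressed or not (0.0481, Fisher's exact test). The first of the 7 enriched terms was protein-L-isoaspartate (D-aspartate) O-methyltransferase activity, with 13 of 14 genes (8.67e-10, Fisher's exact test).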

There were also genes that are up- or downregulated regardless of the presence or absence of HSF1; however, there were fewer of these genes than of the DEGs in Figure 3 (Table S3); 606 and 504 genes were up- and downregulated, respectively, both in *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells (Data S6, see the supplementary methods for detailed calculation). 

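Outside the 4 clusters, 2889 genes had a mean TPM of at least 1 in the HSF1-rescue or control cells. Of these, 1593 were higher at T48 than at T0 in both lines, 728 were lower in both, and 568 changed in opposite directions or not at all. Without a minimum TPM, 2852 genes were higher in both lines. At a change of at least 2-fold in both lines, a limit chosen after the data were seen, 194 were higher and 94 were lower. After scaling of the group means the numbers were 1228 and 1089, so that the share of higher genes fell from 68.6% to 53.0%. The lists of Data S6 were followed in the deposited table, which holds 605 of the upregulated and 503 of the downregulated genes. All 605 were higher at T48 in both lines, with a median log2 ratio of 1.10 in the control cells and 0.80 in the HSF1-rescue cells. Of the 503, 480 were lower in both lines, with medians of -0.54 and -0.68, and the other 23 were lower only in the HSF1-rescue cells.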

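Of the 605 genes of Data S6 that were higher at T48 in both lines, 376 entered the GO comparison. A single term was enriched, signal transduction, carried by 17 of them and by 122 genes of the background (adjusted p = 0.0244, Fisher's exact test). The next terms had an adjusted p of 0.273 (Fisher's exact test).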

The most enriched GO term among the upregulated genes was signal transduction (GO:0007165; Figure S6 and Data S7). 

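For the 503 downregulated genes of Data S6, 346 entered the comparison and 9 terms were enriched. The ribosome term was carried by 46 of these genes out of 108 in the background (adjusted p = 2.71e-32, Fisher's exact test). The structural constituents of the ribosome had 47 genes out of 122 (adjusted p = 6.32e-31, Fisher's exact test) and translation 45 out of 119 (adjusted p = 2.79e-29, Fisher's exact test). The nucleosome term came next, with 30 genes out of 93 (adjusted p = 7.17e-17, Fisher's exact test).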

Among the downregulated genes, ribosomal protein-related GOs (structural consistent of ribosome: 0003735, ribosome: 0005840 and translation: 0006412) were enriched (Figure S6 and Data S7). These results showed that the activation of signaling pathways and the repression of translation also occurred in an HSF1-independent manner.

### 2.4. Direct Transcriptional Regulation of Cluster 4 Genes by HSF1

To examine the transcriptional activity of HSF1 via a specific promoter site, called a heat shock element (HSE) [29,45], in Pv11 cells, we performed a luciferase assay in *Hsf1*^−/−^ cells using a reporter vector harboring a canonical HSE (Figure 4a: MA0486.1) either with or without vector-driven *Hsf1* expression. As shown in Figure S7, luciferase activity was strongly induced only when *Hsf1* was also expressed. This suggests that *P. vanderplanki* HSF1 can bind the canonical HSE sequence and promote the transcription of downstream genes. 

Next, to examine whether the genes in Figure 3 were regulated by HSF1 directly, we analyzed the respective promoter regions (−500/+500 bp from TSS) for the presence of HSEs (Data S8). 

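The authors scanned the 1000 bp around each start site with FIMO for HSF motifs of the JASPAR collection and deposited the hits with a p-value under 0.0001. The table holds 10440 predicted HSEs in 4901 genes, and 691 genes have more than 1 search region. In cluster 4, 460 of 1322 genes (34.8%, 95% Wilson interval 32.3% to 37.4%) had a predicted HSE, against 27.0% of the 16460 genes outside it. The odds ratio was 1.44 (adjusted p = 8.21e-09 from a two-sided Fisher's exact test, adjusted over the 4 clusters). In cluster 1 the share was 30.0% (27.4% to 32.7%), with an odds ratio of 1.14 (adjusted p = 0.119, Fisher's exact test). The odds ratio was 0.972 in cluster 2 and 0.963 in cluster 3, with adjusted p of 0.705 and 0.608 (Fisher's exact test). A stricter FIMO limit of 1e-05 moved cluster 4 most, to an odds ratio of 2.12. Hits of MA0319.1, an 8 bp motif that the table holds beside the 4 motifs of the methods, gave 1.02 when taken alone, a setting chosen after the data were seen (adjusted p = 0.780, Fisher's exact test). Each of those 4 motifs alone gave cluster 1 an adjusted p under 0.05, with odds ratios from 1.23 to 1.4, and HSEs upstream of the start site alone gave cluster 2 an odds ratio of 1.27 (adjusted p = 0.0161, Fisher's exact test).

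**Figure D2:**
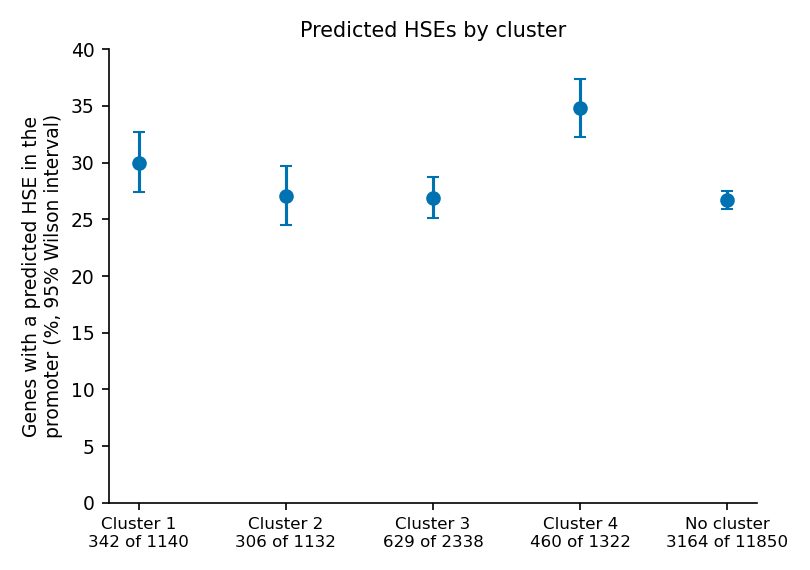
Percent of genes with at least 1 predicted HSE within 500 bp of the start site, for clusters 1 to 4 and for the genes in none of them (horizontal axis). Points are shares and bars their 95% Wilson intervals, and the intervals of cluster 4 (32.3% to 37.4%) and of cluster 1 (27.4% to 32.7%) are above the 26.7% of the genes in no cluster, while the intervals of clusters 2 and 3 contain it.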

As shown in Figure 4b, HSEs were most enriched in the promoters of cluster 4 genes (Fisher’s exact test, adjusted *p*-value < 5.75 × 10^−21^; Figure 4b and Table S5), suggesting that HSF1 is likely to directly regulate the genes in cluster 4. 

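The promoter search listed the following HSEs for 4 genes of cluster 4, with positions relative to the middle of the search region and coordinates of assembly Pv_5.2. The *Lea* gene *g16187* (chromosome 4, 8457968 to 8459781, minus strand) had its best match, TTCTAGAAGGTTA, at -78 to -66 with a FIMO score of 14.9 (MA0770.1). In the *Pimt* gene *g16356* (chromosome 4, 9180065 to 9180830, plus strand) TTCTAGATTTGTC lay at 221 to 233 with a score of 9.35, and TTCTAGAACTTGA at -198 to -186 with a score of 8.55, both for MA0770.1. The match of the *Trx* gene *g17488* (chromosome 4, 13667099 to 13667493, minus strand) was TTCTCGAATATTG at -303 to -291, with a score of 13.1 for MA0770.1. For *g5646*, which encodes small heat shock protein 23 (chromosome 2, 10877835 to 10878453, minus strand), TTCTCGAATGTTC at -124 to -112 scored 19.7 for MA0486.2. The scores are those of the authors' motif search and were not computed again.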

To confirm the binding of HSF1 to the promoter regions of these genes, four genes with HSEs in their promoters were randomly selected from Data S8. ChIP-qPCR was performed, using an anti-FLAG antibody for the ChIP experiment and normal IgG as a negative control, and revealed HSF1 binding to the promoters of all four genes in *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells (Figure 4c). Furthermore, the binding of HSF1 to the promoters was increased by trehalose treatment (Figure 4c), which is congruent with the expression pattern of cluster 4 genes (Figure 3a). These data suggest that HSF1 can bind to the promoters of cluster 4 genes and thereby directly activate gene expression in Pv11 cells.

### 2.5. Differential Contribution of HSF1 to the Expression of Anhydrobiosis-Related Genes

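The median log2 ratio of T48 over T0 in the 27 *Lea* genes was 2.61 in the HSF1-rescue cells and 1.20 in the control cells. For the 25 *Trx* genes the medians were 2.52 and 0.32, with 21 genes higher at T48 in the HSF1-rescue cells and 14 in the control cells. The 14 *Pimt* genes had medians of 2.62 and 2.57 (2.53 and 2.20 after scaling), and the 13 *Lil* genes had 2.70 and 2.89, an order that turned after scaling (2.62 and 2.55). The 47 *Hsp* genes had a median of 0.10 in the HSF1-rescue cells (0.03 after scaling) and -0.36 in the control cells. Over all 130 genes the medians were 1.4 and 0.65, against 1.19 in WT and 0.79 in *Hsf1*-/-. Scaling moved these 4 medians to 1.32, 0.39, 0.69 and 0.51. At T0, 94 of the 130 genes were already higher in the HSF1-rescue than in the control cells, with a median log2 ratio of 0.84. Neighbouring copies of these gene families resemble each other, and reads that fit more than 1 of them were not counted.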

Most anhydrobiosis-related genes [13,16,22,28,46,47] belong to cluster 4 and are upregulated in an HSF1- and trehalose-codependent manner (Table S4 and Figure 3). To investigate the contribution of HSF1 to the expression of anhydrobiosis-related genes, the TPM values of *Lea*, *Trx*, *Pimt*, *Lil*, *Hsp* (Data S9) and trehalose metabolism-related genes were compared in *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR and *Hsf1*^−/−^; HaloTag/BlaR cells. 

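At T48, 64 of the 130 anhydrobiosis-related genes (49.2%) had a log2 ratio of HSF1-rescue over control cells of at least 1, and the median over all was 0.95. The count moved most with scaling of the group means, to 78 genes, and lay between 61 and 71 when any other single choice was changed. The ratio was above 0 for 109 genes, and for 118 after scaling. By family, 22 of 27 *Lea*, 16 of 25 *Trx*, 8 of 13 *Lil*, 7 of 14 *Pimt*, 9 of 47 *Hsp* and 2 of 4 trehalose metabolism-related genes reached a ratio of 1. Trehalose-6-phosphate synthase (*g13302*, chromosome 3, 29010570 to 29015173, minus strand) had 302 TPM in the HSF1-rescue cells and 20.6 TPM in the control cells at T48, and trehalase (*g17178*, chromosome 4, 12729720 to 12745419, minus strand) had 1111 and 1049 TPM.

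**Figure D3:**
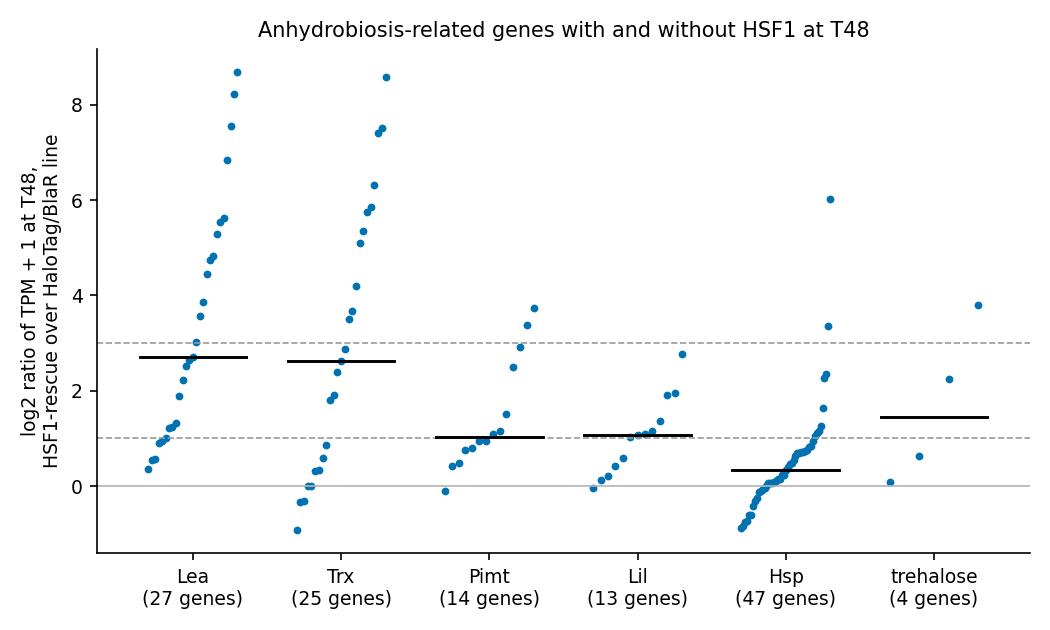
Log2 ratio of HSF1-rescue over control cells at T48 for each of the 130 anhydrobiosis-related genes (vertical axis, TPM + 1 scale as deposited), by gene family. Each point is a gene, solid lines are family medians and dashed lines mark ratios of 1 and 3, and the medians lie at 2.70 for *Lea*, 2.63 for *Trx* and 0.33 for *Hsp*, at 3.06, 2.76 and 0.58 after scaling.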

As shown in Figure 5, approximately 60% (83 out of 130) of the anhydrobiosis-related genes were more highly expressed at T48 in *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells than in *Hsf1*^−/−^; HaloTag/BlaR cells (log2FC ≥ 1; Data S10). This result showed that HSF1 contributes to the induction of most anhydrobiosis-related genes in Pv11 cells. In addition, 39 of the 83 genes were strongly upregulated in an HSF1- and trehalose-codependent manner (log2FC ≥ 3; Figure 5 and Data S10). 

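A log2 ratio of at least 3 at T48 was reached by 29 of the 130 genes (22.3%). The number was 36 with a pseudocount of 0.01, the setting that moved it most, and 27 with *Hsf1*-/- at T48 in place of the control cells. The highest value was that of the *Lea* gene *g17261* (chromosome 4, 12965843 to 12966119, plus strand), at 8.69 with a pseudocount of 1, with 4193 TPM in the HSF1-rescue cells, 9.16 TPM in the control cells and 495 TPM in WT. This gene had 34.0 TPM at T0 in the HSF1-rescue cells and 1.22 TPM in the control cells.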

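Of the 27 *Lea* genes, 13 had a log2 ratio of at least 3 at T48, and of the 25 *Trx* genes, 11 did. Under the alternatives the numbers were 12 to 14 and 11 to 15. All *Lea* genes were higher in the HSF1-rescue cells, the lowest being *g16203* (chromosome 4, 8515132 to 8515735, minus strand) with 21015 against 16338 TPM, a log2 ratio of 0.36. The *Trx* genes ran from -0.93 for *g3807* (chromosome 1, 28015349 to 28016157, minus strand), at 95.4 against 183 TPM, to 8.59 for *g17486* (chromosome 4, 13664616 to 13665185, minus strand), at 782 against 1.04 TPM.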

Fifteen and 14 of these 39 genes were *Lea* and *Trx* genes, respectively. On the other hand, only 3, 1, 5 and 1 of the *Pimt*, *Lil*, *Hsp* and trehalose metabolism-related genes, respectively, were strongly upregulated (log2FC ≥ 3; Figure 5 and Data S10). These results showed that the expression of *Lea* and *Trx* genes is more dependent on HSF1 than that of *Pimt*, *Lil*, *Hsp* and trehalose metabolism-related genes in Pv11 cells.

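Among the other families, 2 *Pimt*, 2 *Hsp* and 1 trehalose metabolism-related gene reached a log2 ratio of 3, and no *Lil* gene did. The highest *Pimt* gene was *g16355* (chromosome 4, 9176980 to 9177739, plus strand), with 528 TPM in the HSF1-rescue cells and 38.6 TPM in the control cells. The highest *Lil* gene was *g16170* (chromosome 4, 8430490 to 8430904, minus strand), with 8.68 against 0.418 TPM and a log2 ratio of 2.77, which passes 3 with a pseudocount of 0.1 (4.08). With that pseudocount 4 *Hsp* genes reached 3. The highest *Hsp* entry, listed as *g239,g240,g241* (chromosome 1, 1916321 to 1916920, plus strand), had 64.6 TPM in the HSF1-rescue cells and is listed at 0 in the control cells, so its log2 ratio of 6.04 depends on the pseudocount, and Data S10 gives other levels for it. At the low end, *g11123* of the *Hsp* genes had 77.9 ± 2.10 against 144 ± 4.85 TPM (SD, n = 3, the paper's libraries), and *g6692* of the *Pimt* genes had 20.7 against 22.3 TPM, a difference whose sign turned with scaling and without the 10 most abundant genes, as it did for the *Lil* gene *g16196* at 352 against 365 TPM.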

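Taking *Lea* and *Trx* genes together, 24 of 52 (46.2%) had a log2 ratio of at least 3 at T48, against 5 of the 78 genes (6.41%) of the other 4 families. The odds ratio was 12.5 (two-sided Fisher's exact test across genes, p = 1.52e-07), and it lay between 8.75 and 14.7 under the alternatives. The test takes the genes as independent, which neighbouring copies in these families need not be. The paper had also singled out *Lea* and *Trx* from the same libraries, so the p-value restates that observation and is no independent test of it. From the numbers of strongly upregulated genes per family, the paper concludes that *Lea* and *Trx* expression depends more on HSF1 than that of the other families.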

## 3. Discussion

The first and still the only anhydrobiotic animal cell line, Pv11, was reported in 2010 [14]. Since then, practical and effective genetic manipulation techniques for this cell line have gradually been developed [18]. In this study, we demonstrate the successful establishment of HSF1-knockout (*Hsf1*^−/−^ and *Hsf1*^−/−^; HaloTag/BlaR) and -rescue (*Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR) cell lines using the CRIS-PITCh system [34,35] (Figure 1 and Figure 2) and investigate the contribution of HSF1 to the gene regulation required for anhydrobiosis in Pv11 cells (Figure 3). Comparison of the expression profiles of *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells showed that HSF1 is involved in the induction and repression of genes in response to trehalose treatment. In addition, most anhydrobiosis-related genes are upregulated in an HSF1- and trehalose-codependent manner (Figure 5). Moreover, HSF1 binding to the promoters of anhydrobiosis-related genes was confirmed by the re-expression of FLAG-tagged HSF1 in *Hsf1*^−/−^ cells (Figure 4). These results indicate that HSF1 directly induces anhydrobiosis-related genes, in particular *Lea* and *Trx* genes. To the best of our knowledge, this is the first report of the successful construction of a gene-knockout and -rescue system in a non-model anhydrobiotic animal. 

The establishment of an HSF1-knockout cell line, whose anhydrobiotic capability is severely compromised, involved successful integration of the AcGFP1/ZeoR expression unit in *Hsf1* exon 1 (Figure 1). In confirmation of the important role played by HSF1, the anhydrobiotic potential of the knockout line was restored in an HSF1-rescue cell line (Figure 2). Our results clearly demonstrate that the CRISPR/Cas9-mediated knockin/knockout method is efficient in Pv11 cells. This technique will facilitate clarification of gene regulation by other transcription factors, for example, NF-YC, NFAT and CREB, which are reported to potentially contribute to desiccation tolerance in Pv11 cells [17,18]. In addition, the ChIP experiment targeting FLAG-tagged HSF1 carried out in Pv11 cells (Figure 4c), shows that ChIP can be performed by re-expressing FLAG-tagged factors of interest in Pv11 cells [48,49,50]. Unlike in model organisms, specific antibodies are often not available in non-model organisms, so that generating a specific ChIP-grade antibody is a major obstacle to performing ChIP experiments [51]. Together, these technical advances provide a basic toolkit for uncovering the molecular mechanisms underlying anhydrobiosis. In forthcoming research, the establishment of knockout and rescue cell lines of target genes will help to define the anhydrobiosis transcriptional regulatory network [17]. 

HSF1 was recently reported as a regulatory factor of anhydrobiosis in *P. vanderplanki* [28] and *Artemia franciscana* [52], and HSF1 is considered to be an activator of anhydrobiosis-related genes, such as *Trx* and *Hsp* genes [28,52,53]. However, only a few genes had previously been described as HSF1-regulated [28,52], and it was not clear whether HSF1 makes a substantial contribution to the regulation of anhydrobiosis-related genes. In the current study, we showed that not only was HSF1 involved in the activation of cluster 4 genes, which include anhydrobiosis-related genes, but also in repressing the expression of cluster 2 and 3 genes, which are involved in cellular processes such as signal transduction, transcription and translation (Figure 3 and Data S5). These data demonstrate that HSF1 works as both activator and repressor in Pv11 cells. The repression of cellular process genes is thought also to be important for entering anhydrobiosis in *P. vanderplanki*, because many metabolic and cellular processes that operate under normal conditions come to a halt in *P. vanderplanki* larvae and Pv11 during desiccation and trehalose treatment [28,47,54]. Although the repression mechanism for such cellular processes has not been yet described, our current results suggest only indirect regulation of the respective genes by HSF1, because HSEs were not enriched in their promoters (Figure 4b). Probably HSF1 represses these genes via other transcription factors [17]. Furthermore, our results clearly showed that HSF1 is involved in the induction of thousands of genes, including anhydrobiosis-related genes (Figure 3 and Figure 5), and support the notion of direct regulation of anhydrobiosis-related genes by HSF1 (Figure 4). To investigate the detailed mechanisms of regulation by HSF1 and to identify genome-wide HSF1 binding sites, ChIP-seq will be performed in our forthcoming study.

We revealed that the expression of most *Lea* and *Trx* genes is highly dependent on the presence of HSF1 during trehalose treatment (Figure 5), showing that HSF1 is a major activator of the gene transcription. In contrast, most *Pimt*, *Lil* and *Hsp* genes show a lower dependency on HSF1 for their expression during trehalose treatment (Figure 5 and Data S10). This result indicates the existence of other factors that strongly regulate the *Pimt*, *Lil* and *Hsp* genes following trehalose treatment. Indeed, we have shown that several transcription factors may contribute to the acquisition of desiccation tolerance by Pv11 cells via a complex regulatory system [17,18]. To efficiently catalogue these candidate transcription factor genes, several genome-wide screening methods may be useful, for example, massively parallel reporter assays [55,56] and CRISPR screening [57,58]. We have already established the basic technology for these screening systems [18,33]. Therefore, combining these advances should further identify genes critical for anhydrobiosis in Pv11 cells.

## 4. Materials and Methods

### 4.1. Cell Culture

Pv11 cells were originally established in our laboratory [14]. Pv11 cells and all clonal cell lines were grown in IPL-41 medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 2.6 g/L tryptone phosphate broth (Becton, Dickinson and Company, Franklin Lakes, NJ), 10% (*v*/*v*) fetal bovine serum (MP Biomedicals, Santa Ana, CA, USA), and 0.05% (*v*/*v*) of an antibiotic and antimycotic mixture (penicillin, amphotericin B, and streptomycin; Merck KGaA, Darmstadt, Germany).

### 4.2. Vector Construction

gRNA was designed as described previously [18]. To construct gRNA expression vectors, pPvU6b-DmtRNA-BbsI [18] was digested with BbsI and the digested small fragment was replaced with the gRNA sequence generated by annealing the following oligonucleotides: sense: 5′-TGCAATAATTTTGCCAAGAATGCA-3′; antisense: 5′-AAACTGCATTCTTGGCAAAATTAT-3′ (Data S11). To construct the donor vector for establishing the *Hsf1*^−/−^ cell line, first, a 121-promoter-AcGFP1-P2A-ZeoR expression vector was constructed. AcGFP1 and P2A-ZeoR were amplified using specific primers (Table S6: set 1 and 2), then assembled with pP121K-AcGFP1 [32] digested with BamHI and SacII. Next, to add the microhomology and gRNA sequences, the gRNA-LμH-121-AcGFP1-P2A-ZeoR-RμH-gRNA sequence was amplified using specific primers (Table S6: set 3) and inserted into the pCR™-Blunt II-TOPO^®^-vector (Thermo Fisher Scientific, pCR-*Hsf1*gRNAµH-121-AcGFP1-P2A-ZeoR; Data S12).

To construct the donor vectors for establishing the *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cell lines, pCR4-*g7775*gRNAµH-P2A-*Hsf1*-3xFLAG-P2A-HaloTag and pCR4-*g7775*gRNAµH-P2A-BlaR were designed. First, *Hsf1* cDNA was cloned from cDNA of dried *P. vanderplanki* larvae using specific primers and sequenced (Table S6: set 4). Then, to add the 3xFLAG sequence, pPv121*-Hsf1*-3xFLAG was constructed in the pPv121-MCS vector [33] using NEBuilder HiFi DNA Assembly Mater Mix (New England BioLabs, Ipswich, MA, USA; Table S6: set 5). The pPv121*-Hsf1*-3xFLAG expression vector and the pCR4- *g7775*gRNAµH-P2A-HaloTag donor vector [32] were used as a PCR template to construct the pCR4-*g7775*gRNAµH-P2A-*Hsf1*-3xFLAG-P2A-HaloTag donor vector. PCR was performed using specific primers (Table S6: set 6 and 7). These PCR products were inserted into pCR4-*g7775*gRNAµH-P2A-BbsI [32] digested with BbsI using NEBuilder HiFi DNA Assembly Mater Mix (pCR4-*g7775*gRNAµH-P2A-*Hsf1*-3xFLAG-P2A-HaloTag; Data S13). For construction of the pCR4-*g7775*gRNAµH-P2A-BlaR donor vector, the BlaR gene was cloned using specific primers (Table S6: set 8) from the pYES6/CT (Thermo Fisher Scientific) and inserted into pCR4-*g7775*gRNAµH-P2A-BbsI [32] digested with BbsI using NEBuilder HiFi DNA Assembly Mater Mix (pCR4-*g7775*gRNAµH-P2A- BlaR; Data S14).

### 4.3. Transfection and Cell Sorting 

The cells used in each experiment were seeded at a density of 3 × 10^5^ cells per mL into a 25 cm^2^ cell culture flask and grown at 25 °C for 4–6 days before transfection. Transfection into Pv11 cells was carried out using a NEPA21 Super Electroporator (Nepa Gene, Ichikawa, Chiba, Japan) as described previously [31]. Five μg each of the gRNA- (previously constructed and constructed above) and hSpCas9-expression [18] vectors and 0.03–0.1 pmol donor vectors constructed above were transfected into cells. The combination of transfected vectors is shown in Table S7. 

For establishment of the HSF1-knockout cell line in Figure 1, the donor vector harboring AcGFP1 and ZeoR expression cassettes were integrated into the Exon1 of *Hsf1* with the opposite orientation in the exogenous *Hsf1* [35]. For establishment of the HSF1-rescue cell line in Figure 2, the donor vector harboring *Hsf1* was integrated into the 5′-flanking site of stop codon of *g7775* because it allows exogenous gene expression without loss of desiccation tolerance in Pv11 cells [18]. 

Five days after transfection, cells were treated with 400 µg/mL zeocin or 200 µg/mL blasticidin at a density of 1 × 10^5^ cells per mL. One week after this treatment, the medium was changed to normal IPL-41 medium, and the cells were grown for a further two weeks. Single-cell and bulk sorting were performed by selecting for AcGFP1 or HaloTag fluorescence as described previously [18]. 

### 4.4. Genomic PCR and Western Blotting

To confirm the precise insertion of constructs and expression of HSF1 proteins, genomic PCR and western blotting were performed. The genomic DNA of Pv11 cells and the clonal cell lines was extracted, then subjected to PCR. The primer sequences used in genomic PCRs are shown in Data S1 and S2. Western blotting was performed as described previously [33]. Briefly, cells were lysed with RIPA lysis buffer (Nacalai Tesque, Kyoto, Japan) for 30 min at 4 °C. After centrifugation, aliquots of the supernatant were subjected to protein quantification with a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) and 20 μg protein/lane was used for SDS-PAGE. After transferring to a PVDF membrane, the membrane was blocked with 1% skimmed milk in TBS with 0.1% Tween 20 (TBST) at 4 °C overnight. Anti-PvHSF1 antibody was generated against peptide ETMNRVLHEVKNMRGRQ in a rabbit (Merck) and used 1:2000 in 1% skimmed milk at room temperature for 1 h. After washing the membrane with TBST, secondary antibody (goat anti-rabbit IgG (H+L) HPR 65-6120, Thermo Fisher Scientific) was used 1:2000 in 1% skimmed milk at room temperature for 1 h. After washing the membrane, chemiluminescent signals from ECL Prime detection reagents (Cytiva, Little Chalfont, Buckinghamshire, UK) were captured on a ChemiDoc™ Touch imaging system (Bio-Rad, Hercules, CA, USA).

### 4.5. Desiccation-Rehydration Experiment and Calculation of Survival Rate

The procedures for desiccation and rehydration were performed as described before [15,18]. Briefly, Pv11 cells and the clonal cell lines were incubated in trehalose mixture (600 mM trehalose containing 10% (*v*/*v*) IPL-41 medium) at a density of 2 × 10^7^ cells per mL for 48 h at 25 °C. After preincubation, the cells were recovered by centrifugation and resuspended in fresh trehalose mixture. Forty microliters of the cell suspension containing 4 × 10^6^ cells were aliquoted onto a 35 mm Petri dish, and the cells were immediately transferred into a desiccator containing 1 kg of silica gel to reach a relative humidity < 10% at 25 °C. After seven to ten days, desiccated cells were rehydrated with 1 mL IPL-41 medium. One day after rehydration in IPL-41 medium, cells were stained with propidium iodide (PI; Dojindo, Kumamoto, Japan) and Hoechst 33342 (Dojindo). Then the cells were subjected to image acquisition using a BZ-X700 microscope (Keyence, Osaka, Japan) to visualize bright-field images, and PI and Hoechst fluorescence. The survival rate was calculated as the ratio of the number of live cells (Hoechst positive and PI negative) to that of total cells (Hoechst positive). 

### 4.6. HSP Gene Prediction

HSP genes in *P. vanderplanki* were predicted by the presence of HSP-related domains, including IPR013126, IPR031107, IPR008978, IPR001623, IPR002423, IPR003594, IPR001404, and blastp against Hspd1 (Hsp60), Hspe1 (Hsp10), and Hspa9 (mtHsp70) [59]. Additional filters for HSPs were based on molecular weight similarity to each group of HSPs, i.e., HSP10, HSP20, HSP40, HSP60, HSP70 and HSP90 (Data S9). The *g239*, *g240* and *g241* gene sequences were combined and analyzed together because these ‘genes’ were predicted to comprise a single gene in the newest genome assembly (version 5.2: NCBI JADBJN000000000).

### 4.7. Library Preparation for Illumina Sequencing

Total RNA in T0 and T48 samples was extracted with an RNA Plus kit (Takara Bio, Shiga, Japan) and genomic DNA was digested with TURBO DNase (Thermo Fisher Scientific), followed by NGS library preparation using a NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs) and a NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs). These libraries were sequenced on the Illumina HiseqX platform in the 150 bp × 2 paired-end mode at Macrogen Japan (Tokyo, Japan). Cap analysis of gene expression (CAGE) data were obtained from a previous report [47].

### 4.8. Quality Control and Trimming

For all experiments, we performed a quality control using FastQC v0.11.5 and MultiQC v1.9 software. Next, all libraries were trimmed with Trimmomatic-0.38 in SE or PE mode against adapters. Since different methods have specific features, we processed them separately.

### 4.9. CAGE Libraries Processing and Gene Model Update

Additional trimming steps were performed with fastx_trimmer (FASTX Toolkit 0.0.14), removeN and RNAdust 1.06. rRNA was predicted by RNAmmer 1.2. Trimmed reads were aligned to *P.vanderplanki* genome assembly v5.2 (NCBI JADBJN000000000) with BWA 0.7.1 and Hisat2-2.1.0. Reads with a low alignment score or PCR duplicates were removed. CAGE peaks were created using PromoterPipeline [60] python scripts, where the minimal distance between clusters was 20 bp, and expression at least 10 TPM in each sample. The highest peak in the cluster was considered to be a transcription start site (TSS) of a gene if the cluster was located within 1 kb of the original start site.

### 4.10. mRNA-Seq Library Processing and Analysis

Alignment of mRNA-seq trimmed reads was performed by Hisat2 in PE mode and sorted with samtools 1.9. Duplicated reads were marked with the Picard MarkDuplicates 1.115 tool. Finally, aligned reads were counted by htseq-count (HTSeq 0.6.0) with the “--nonunique none” option. Further normalization, differential expression, clustering, and gene ontology enrichment analysis was performed in R with edgeR and ClusterProfiler packages [61,62]. Processing and mapping results are shown in Table S8. Raw counts were converted into TPM (tags per kilobase per million) values (Data S15), and differentially expressed genes (DEGs) in the various samples (all samples: Figure S5b, and *Hsf1*^−/−^; HaloTag/BlaR vs *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR: Figure 3a) were identified by comparison between each T0 or T48 condition and accepted if the FDR was less than 0.05 (likelihood ratio test). TPM values of the genes identified as DEGs were combined as a mean of replicates and clustered using hclust function with “ward. D2” method based on Pearson correlation distances. Optimal numbers of clusters were defined using the Elbow method based on the total within sum of squares calculated for each k from 1 to 15. In Figure 5, the log2 (TPM + 1) values were calculated by applying log2 on TPM + 1 values, while the log2FC values were calculated by using edgeR.

### 4.11. Motif Enrichment Analysis

For motif analysis, the promoter regions (defined as the 1000 bp region straddling the TSS: +/− 500 bp around a known TSS or the TSS predicted by CAGE, if available) of each cluster were submitted to the Fimo and AME tools of MEME Suite 5.0.2 with default settings. The JASPAR2018 CORE motifs collection (MA0486.1, MA0486.2, MA0770.1 and MA0771.1 for the HSF binding motif) was used as a reference for the analysis. The Fimo threshold for the motif match was set as *p*-value < 0.0001. Individual matches were recorded in an annotation table. Motif enrichment analysis was done using the AME tool with case sequences and 10 k random genomic sequences as background. Optimized *p*-values from one-tailed Fisher’s exact test with Bonferroni correction were recorded and used for visualization.

### 4.12. ChIP-qPCR

ChIP assays and qPCR were performed with Simple ChIP Enzymatic Kit (Cell Signaling Technology, Danvers, MA, USA), following the manufacturer’s instructions with minor adaptions of the number of cells for each immunoprecipitation and chromatin digestion. Briefly, 6 × 10^7^ cells either prior to incubation with trehalose (T0) or after incubation with trehalose for 48 h (T48) were used for each immunoprecipitation. To crosslink the cells, formaldehyde was added to a final concentration of 1%, and cells were incubated for 10 min at room temperature. The cells were washed with ice-cold PBS twice, followed by preparation of nuclei and chromatin digestion. To digest DNA to a length of approximately 150–300 bp, 2 μL micrococcal nuclease (Cat#10011 by Cell Signaling Technology) was added and the samples were incubated for 20 min at 37 °C. After terminating digestion by addition of EDTA, lysates were sonicated using three or four pulses of 20 s each at setting 7 on a handy sonicator (UR-21P, Tomy Seiko, Tokyo, Japan). Approximately 5 μg digested chromatin samples and 0.25 μg mouse monoclonal anti-DDDDK-tag (M185-3, MBL, Tokyo, Japan) were used for each immunoprecipitation, and the samples were incubated on a rotating platform at 4 °C overnight. After purification using a spin column, qPCR was performed using the TB Green Premix Ex Taq II (Takara Bio) with specific primers (Table S9).

### 4.13. Statistical Analysis

All data were expressed as mean ± SD. Differences between two groups were examined for statistical significance using the Student *t*-test in Figure 1d. Statistical significance among more than three groups was examined by ANOVA followed by a Tukey post-hoc test (Figure 2d and Figure 4c). A *p*-value < 0.05 denoted a statistically significant difference. GraphPad Prism 8 software (GraphPad, San Diego, CA, USA) was used for the statistical analyses.

## 5. Conclusions

In conclusion, we successfully established the HSF1-knockout and -rescue cell lines using the CRIS-PITCh technique and investigated the role of HSF1 in Pv11 cells undergoing anhydrobiosis. Our results clearly show the pivotal role of HSF1 in the gene regulation required to successfully enter anhydrobiosis in Pv11 cells. Thus, our current techniques should advance understanding of the molecular mechanisms underlying anhydrobiosis. 

## Figures and Tables

**Figure 1:**
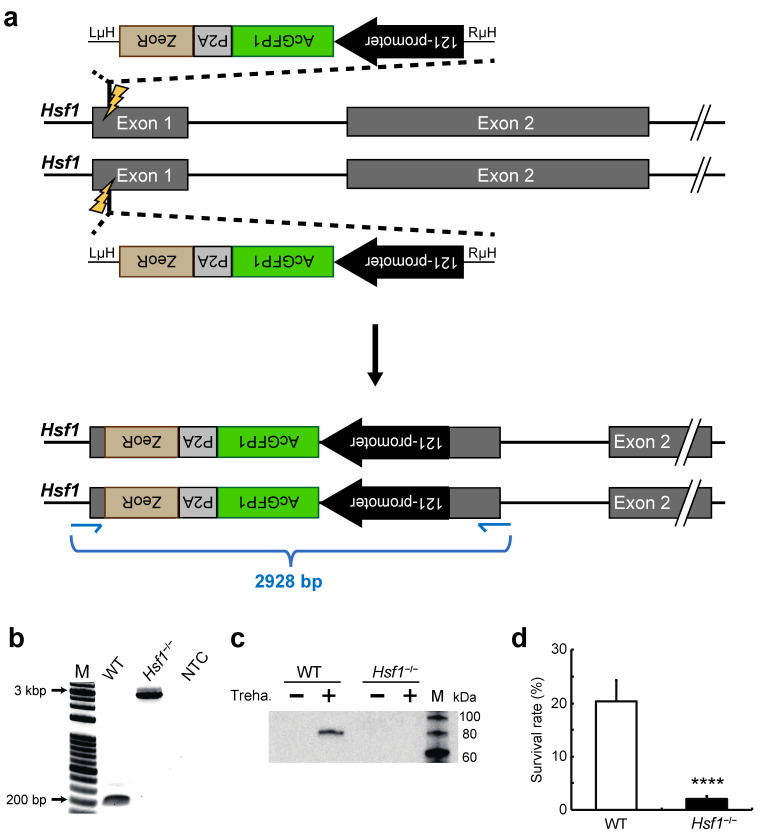
Establishment of an HSF1-knockout (*Hsf1*^−/−^) cell line: (**a**) Schematic diagram of *Hsf1* knockout in Pv11 cells using the CRIS-PITCh (CRISPR/Cas9-mediated precise integration into target chromosome) system. The donor vector harbors 121-promoter-AcGFP1-P2A-ZeoR sequences flanked by microhomology arms and was transfected with gRNA- and hSpCas9-expression vectors into Pv11 cells, resulting in insertion of the AcGFP1 and ZeoR expression units into exon 1 of *Hsf1*. The thin blue arrows show the primer binding sites for the genomic PCR shown in (**b**). The primer sequences are given in Data S1. LμH and RμH, left and right microhomology, respectively; (**b**) PCR analysis of ZeoR^+^ and AcGFP1^+^ clonal cell line. The product sizes of the WT and the clonal cell line are 191 bp and 2928 bp, respectively. The sequence is given in Data S1. WT, wild type Pv11 cells; M, molecular size markers; NTC, no-template control; (**c**) Western blotting analysis of the *Hsf1*^−/−^ clonal cell line using HSF1 antibody. The same membrane stained with ponceau S to validate protein transfer is shown in Figure S2. Treha., treatment for 48 h with trehalose mixture; (**d**) survival rate after desiccation-rehydration of the *Hsf1*^−/−^ clonal cell line. The number of live cells was counted one day after rehydration. Normalized values are expressed as mean ± standard deviation (SD). **** *p* < 0.0001; n = 6 in each group.

**Figure 2:**
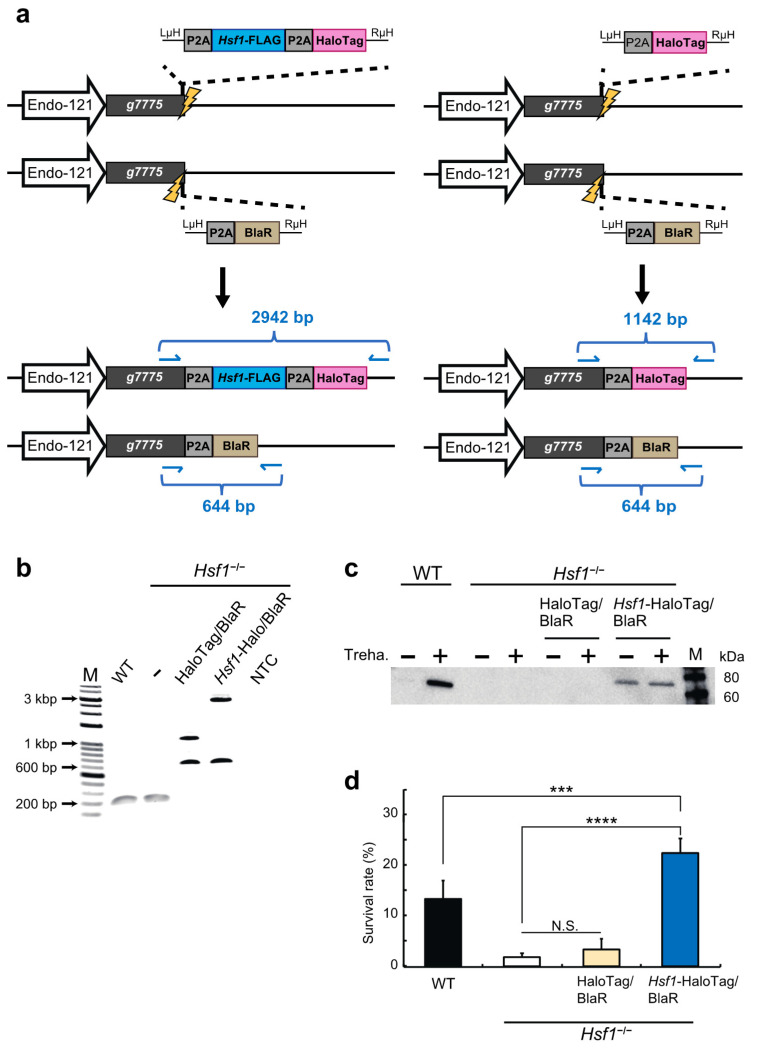
Establishment of an HSF1-rescue cell line: (**a**) Schematic diagram of the knock-in of either *Hsf1*-FLAG-P2A-HaloTag plus BlaR or HaloTag alone plus BlaR into *Hsf1*^−/−^ cells using the CRIS-PITCh system. These genes were knocked into the 5′ flanking site of the stop codon of the *g7775* gene. The HaloTag-plus-BlaR knock-in cell line was established as a negative control for the HSF1-rescue cell line. The thin blue arrows show the primer binding sites for genomic PCR. The primer sequences are given in Data S2 and S3. Endo-121, endogenous 121-promoter; LμH and RμH, left and right microhomology, respectively; (**b**) PCR analysis of *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cell lines. The product sizes of WT, *Hsf1*^−/−^, HaloTag, BlaR and *Hsf1*-FLAG-P2A-HaloTag are 181 bp, 1142 bp, 644 bp and 2942 bp, respectively. The respective genome sequences are given in Data S2 and S3. M, molecular size markers; WT, wild type Pv11 cells; NTC, no-template control; (**c**) Western blotting analysis of *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells using HSF1 antibody. The same membrane stained with ponceau S to validate protein transfer is shown in Figure S2; (**d**) survival rate after desiccation-rehydration of *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cells. The number of live cells was counted one day after rehydration. Normalized values are expressed as mean ± SD. *** *p* < 0.001; **** *p* < 0.0001; N.S., not significant; n = 5 in each group.

**Figure 3:**
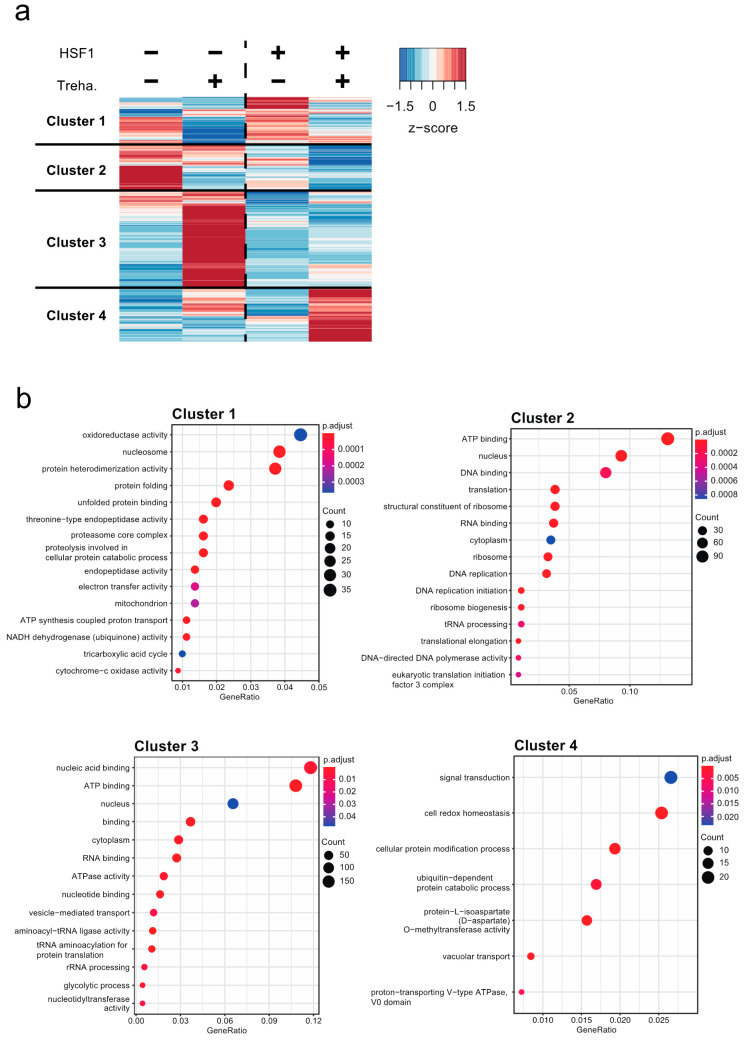
Transcriptome changes in Pv11 cells following HSF1-knockout and -rescue: (**a**) Hierarchical clustering based on TPM of *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cell lines during trehalose treatment. Red and blue color indicates high expression level and low expression level, respectively. The horizontal and vertical axes show sample and the number of differentially expressed genes (DEGs), respectively. HSF1−, *Hsf1*^−/−^; HaloTag/BlaR; HSF1+, *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR; Treha. −, before trehalose treatment (T0); Treha. +, after trehalose treatment (T48); (**b**) GO enrichment analysis for each cluster in (**a**). All genes with or without GO annotation are listed in Data S4.

**Figure 4:**
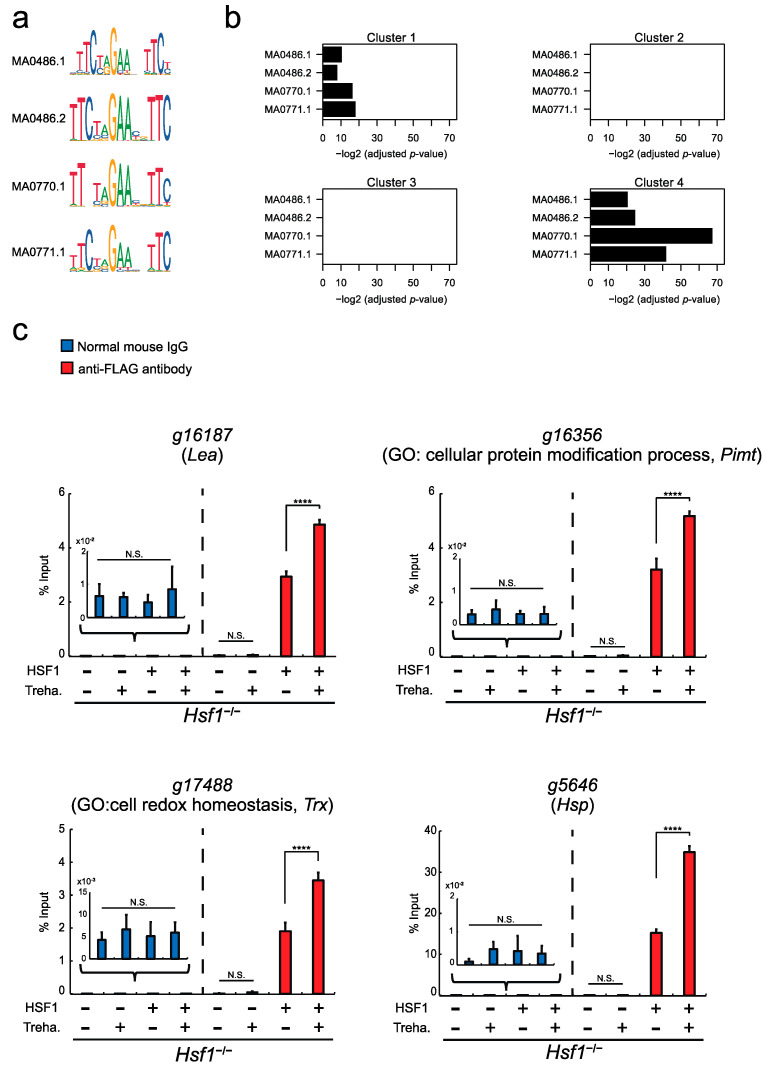
Heat shock element (HSE) enrichment analysis in gene promoters and confirmation of HSF1 binding: (**a**) HSF binding sequences that are registered as HSEs in the JASPAR2018 CORE database; (**b**) HSE enrichment analysis in each cluster of Figure 3a. It is predicted that HSEs are most enriched in the promoter regions of cluster 4 genes, as defined in Figure 3a; (**c**) ChIP assay of HSF1 binding to the promoters of four cluster 4 genes, performed on *Hsf1*^−/−^; HaloTag/BlaR and *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR cell lines. FLAG antibody was used to immunoprecipitate HSF1-FLAG/DNA complexes, and normal mouse IgG was used as a negative control. Normalized values are expressed as mean ± SD. Treha. −, before trehalose treatment (T0); Treha. (+), after trehalose treatment (T48); HSF1 (−); *Hsf1*^−/−^; HaloTag/BlaR; HSF1+, *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR; **** *p* < 0.0001; N.S., not significant; n = 3 in each group.

**Figure 5:**
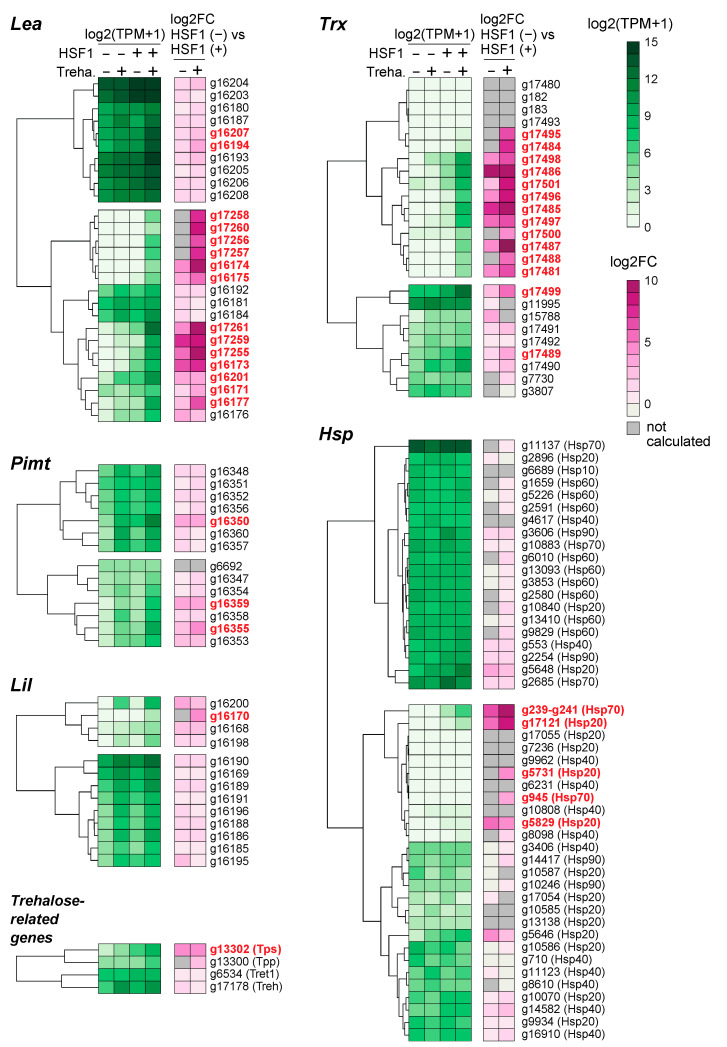
Heatmaps of mRNA-seq log2 (TPM: tags per kilobase per million + 1) and log2FC values for the anhydrobiosis-related genes *Lea*, *Trx*, *Lil*, *Pimt*, *Hsp* and trehalose metabolism-related genes. The log2 (TPM +1) values were calculated by applying log2 on TPM + 1 values. Fold-changes were calculated by comparing TPM values of *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR and *Hsf1*^−/−^; HaloTag/BlaR cell lines before (T0) or after trehalose treatment (T48) by using edgeR. All log2 (TPM+1) and log2FC values are shown in Data S10. Red gene names in bold highlight changes in gene expression where log2FC ≥ 3 (TPM comparison, HSF (−) vs. HSF (+) in T48). HSF1 (−), *Hsf1*^−/−^; HaloTag/BlaR; HSF1 (+), *Hsf1*^−/−^; *Hsf1*-HaloTag/BlaR; Treha. −, before trehalose treatment (T0); Treha. +, after trehalose treatment (T48); not calculated; the log2FC values were not calculated when the both TPM values were zero.

## Data Availability

Raw sequencing data of the mRNA-seq libraries generated in this study are available at NCBI GEO under accession number GSE171333.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22115798/s1.

# Supplementary material for: Genome-Wide Role of HSF1 in Transcriptional Regulation of Desiccation Tolerance in the Anhydrobiotic Cell Line, Pv11
**Source:** Int J Mol Sci. 2021 May 28;22(11):5798. doi: 10.3390/ijms22115798
**Supplement:** Supplementary file 1

# Genome-wide role of HSF1 in transcriptional regulation of desiccation tolerance in the anhydrobiotic cell line, Pv11

Shoko Tokumoto<sup>1†</sup>, Yugo Miyata<sup>2†</sup>, Yugo Miyata Ruslan Deviatiiarov<sup>3†</sup>, Takahiro G. Yamada<sup>4</sup>, Yusuke Hiki<sup>4</sup>, Olga Kozlova<sup>3</sup>, Yuki Yoshida<sup>5,6</sup>, Richard Cornette<sup>2</sup>, Akira Funahashi<sup>4</sup>, Elena Shagimardanova<sup>3</sup>, Oleg Gusev<sup>3,7</sup>, Takahiro Kikawada<sup>1,2\*</sup>

†Contributed equally to this work.

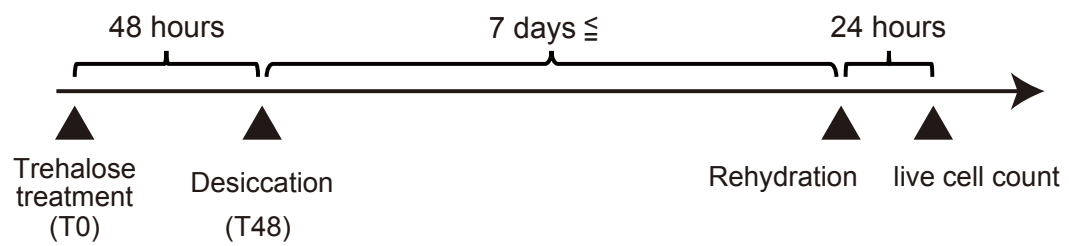

Figure S1. The scheme of trehalose treatment, desiccation and rehydration of Pv11 cells. The cells were incubated in trehalose mixture for 48 h and desiccated at least 7 days in a desiccator.

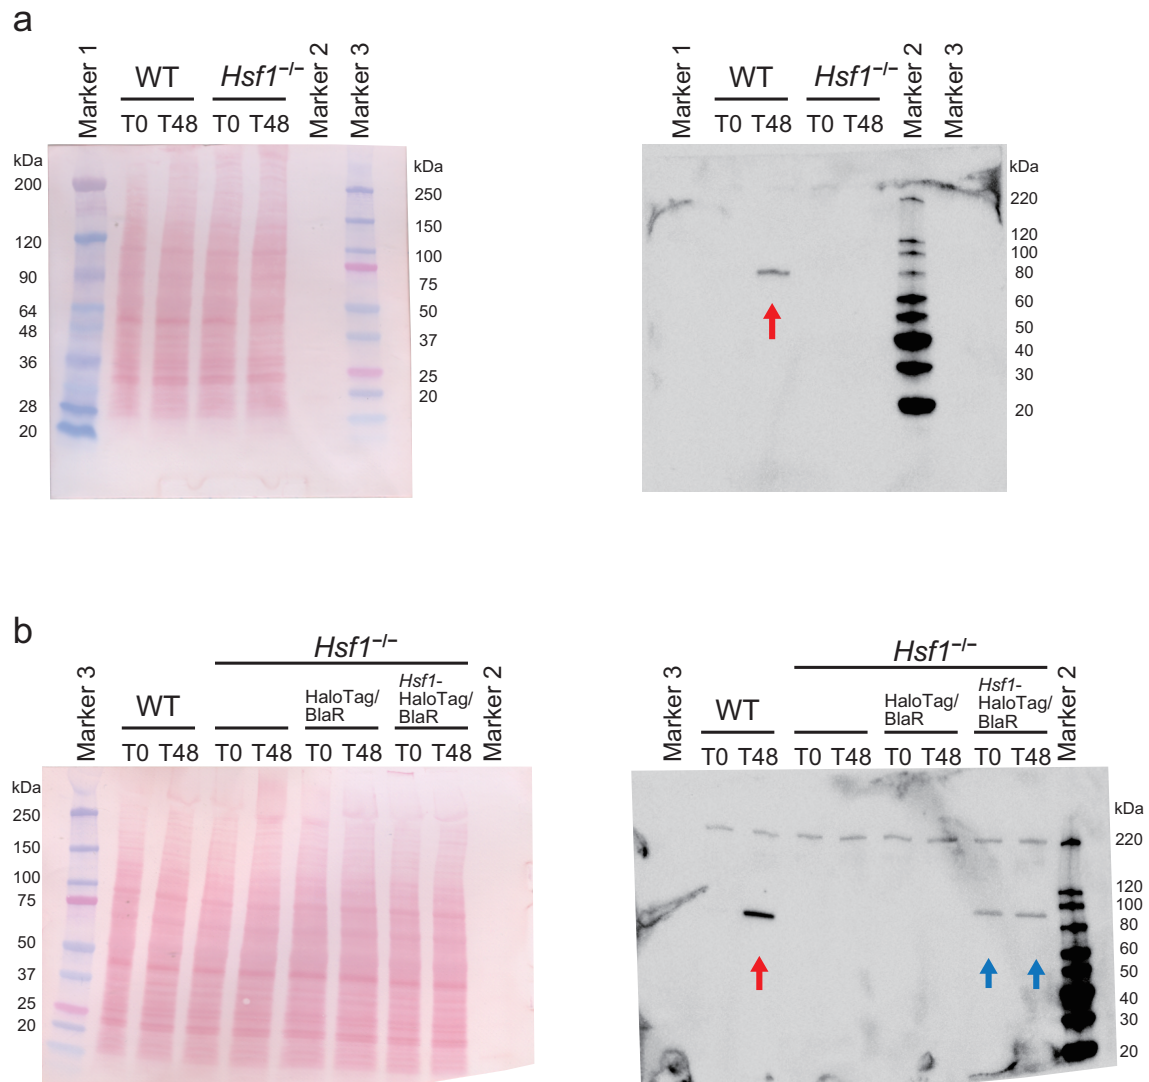

Figure S2. Validation of western blotting analysis in Figure 1c and Figure 2c. (a) Protein blotted membrane with ponceau S stain (left panel) and immune reacted membrane with anti-PvHSF1 antibody (right panel). (b) Protein blotted membrane with ponceau S stain (left panel) and immune reacted membrane with anti-PvHSF1 antibody (right panel). The molecular weight of HSF1 (red arrow) and HSF1-FLAG (blue arrow) is approximately 63 and 68 kDa, respectively, but the detected HSF1 is about 80 kDa probably due to post-translational modification [1,2]. The three types of marker were used (Marker 1, Cat#02525 by Nacalai Tesque; Marker 2, Cat#LC5602 by Thermo Fisher Scientific; Marker 3, Cat#1610374 by Bio-Rad).

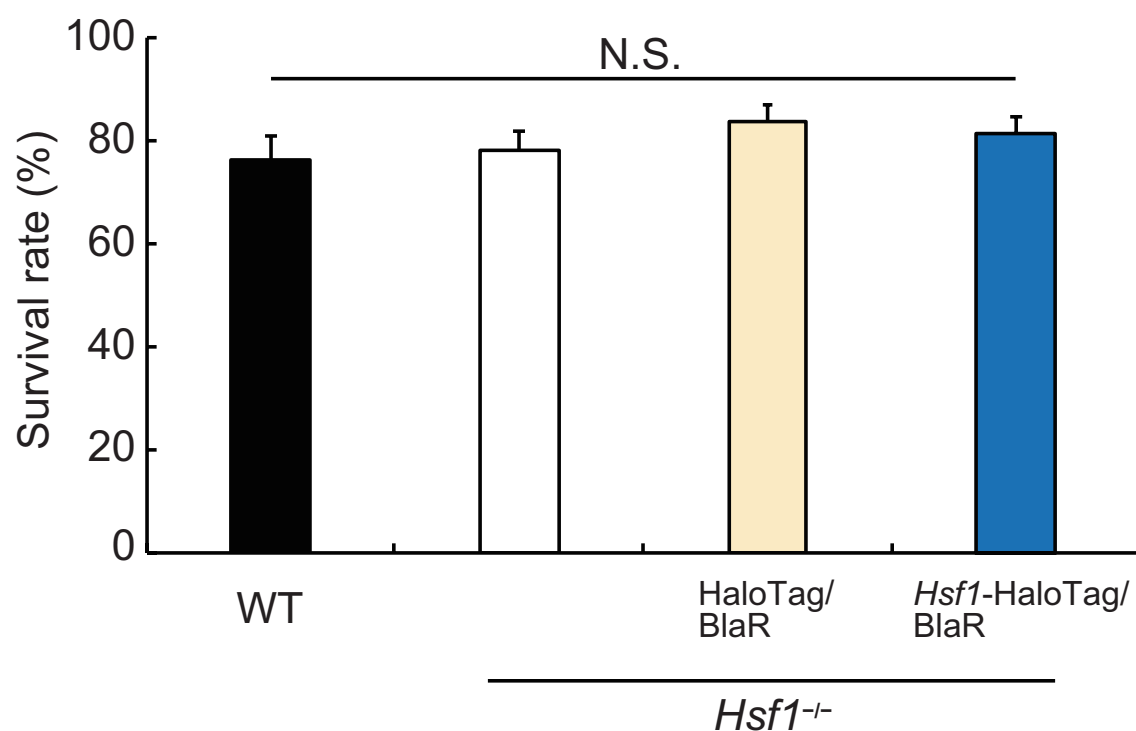

Figure S3. The survival rate of 48 hours after trehalose treatment. The cells were incubated in trehalose mixture at a density of  $2 \times 10^7$  cells per mL for 48 h at 25°C. The survival rate was calculated as the ratio of the number of live cells (Hoechst positive and PI negative) to that of total cells (Hoechst positive). Normalized values are expressed as mean  $\pm$  standard deviation (SD). N.S., not significant; n = 4 in each group.

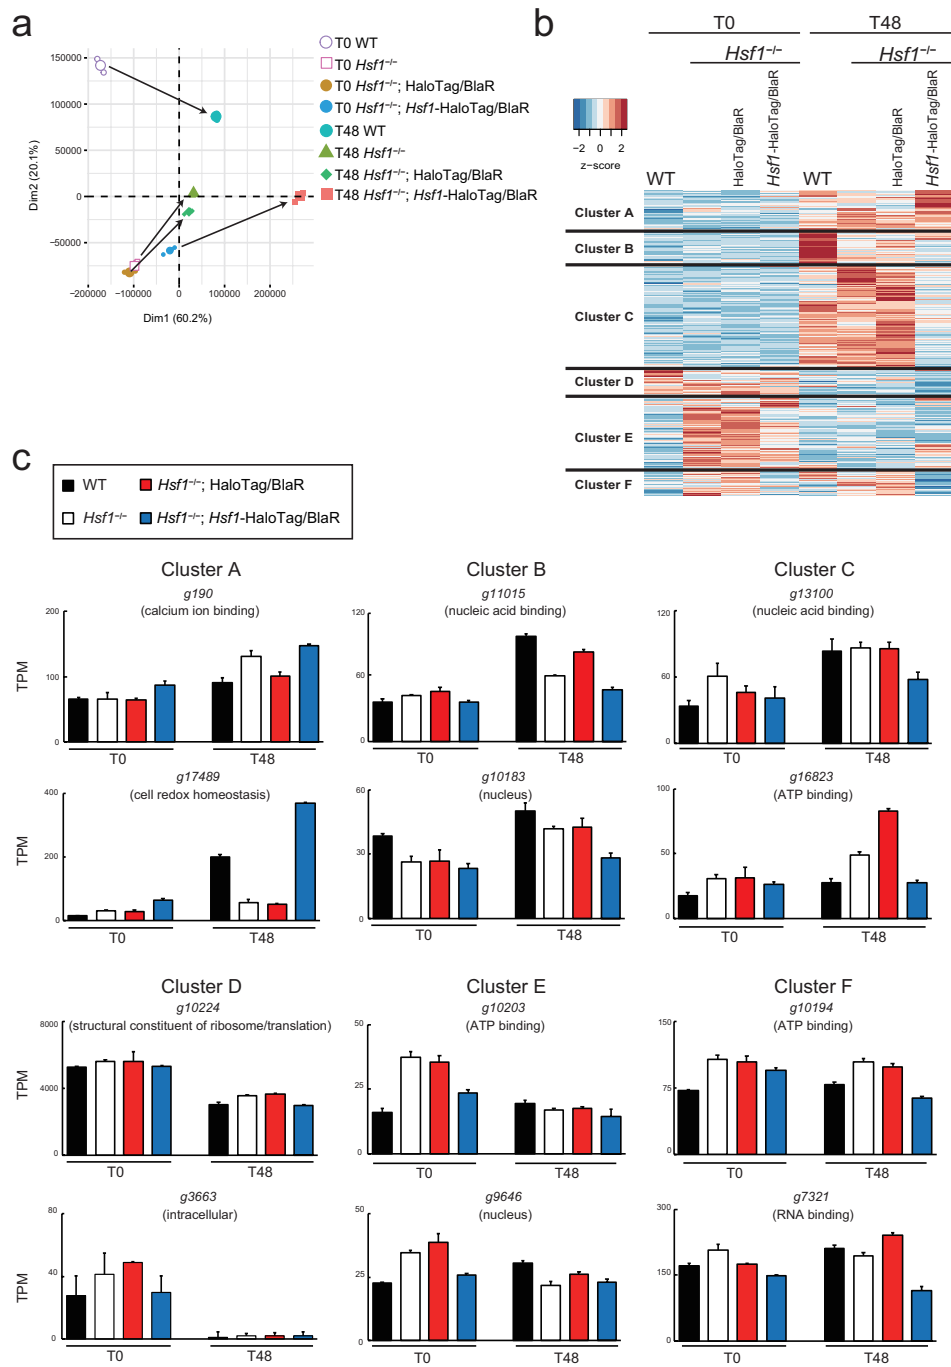

Figure S4. Comparison of the whole-genome transcription profiles of all samples. (a) PCA of all samples. (b) Hierarchical clustering based on TPM. Red and blue color indicates high expression level and low expression level, respectively. The horizontal and vertical axes show sample and the number of DEGs, respectively. (c) Examples of mRNA expression patterns for each cluster in (b).

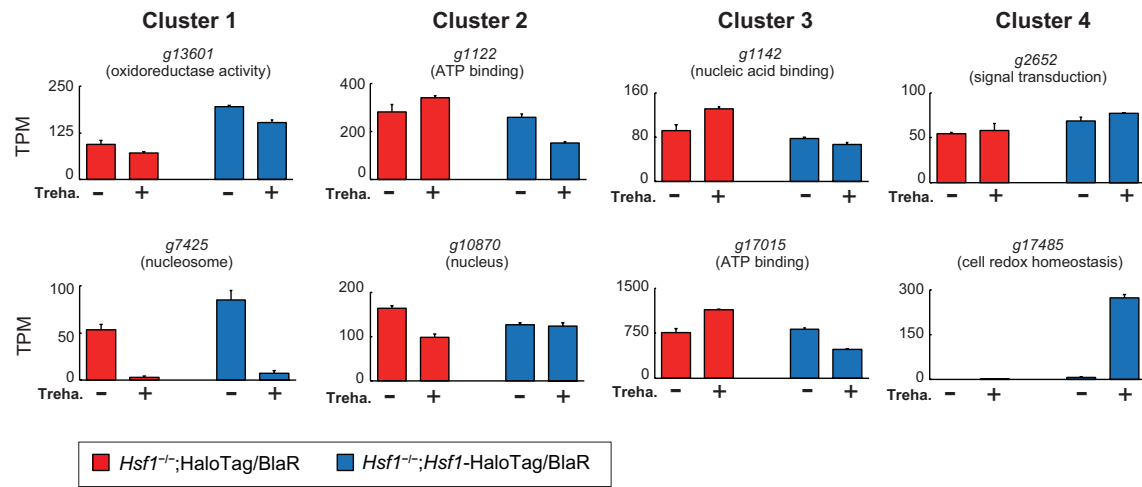

Figure S5. Examples of expression patterns in each cluster in Figure 3a. Treha. -, before trehalose treatment (T0); Treha. +, after trehalose treatment (T48).

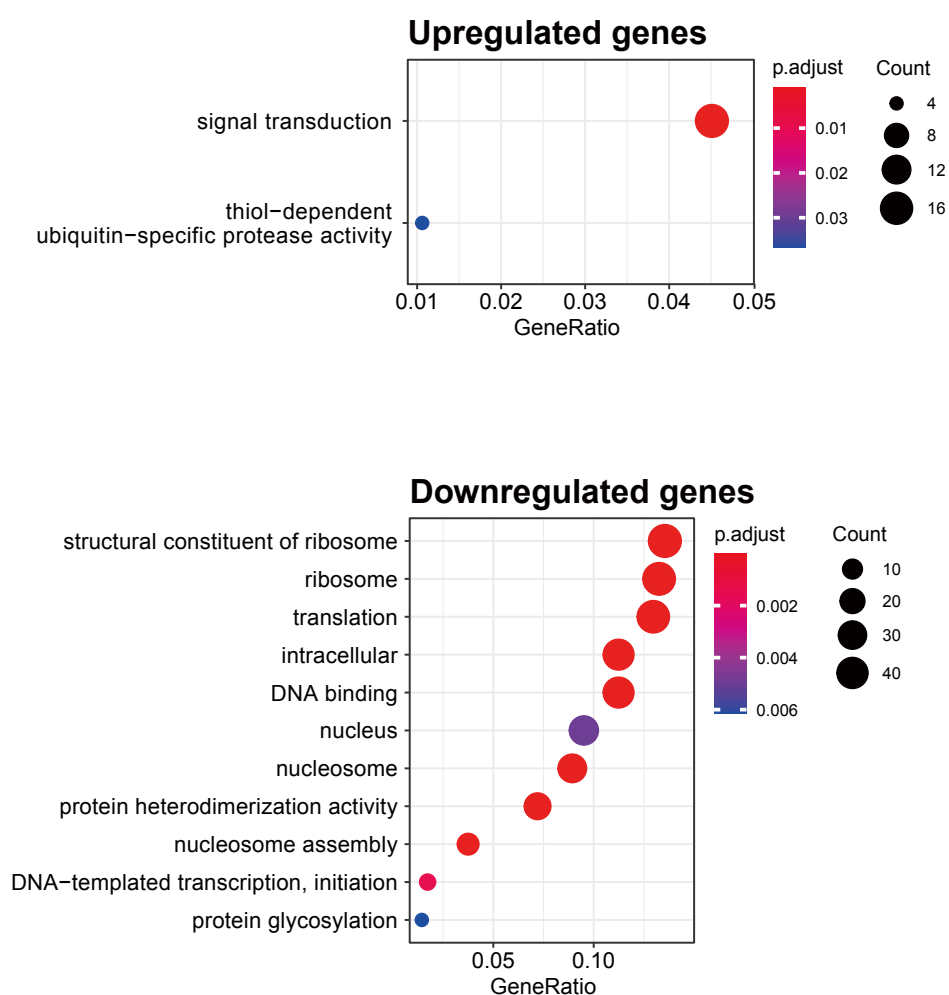

Figure S6. GO analysis of generally up- (upper panel) and downregulated (lower panel) genes in an HSF1-independent manner. All genes with or without GO annotation are shown in Data S7.

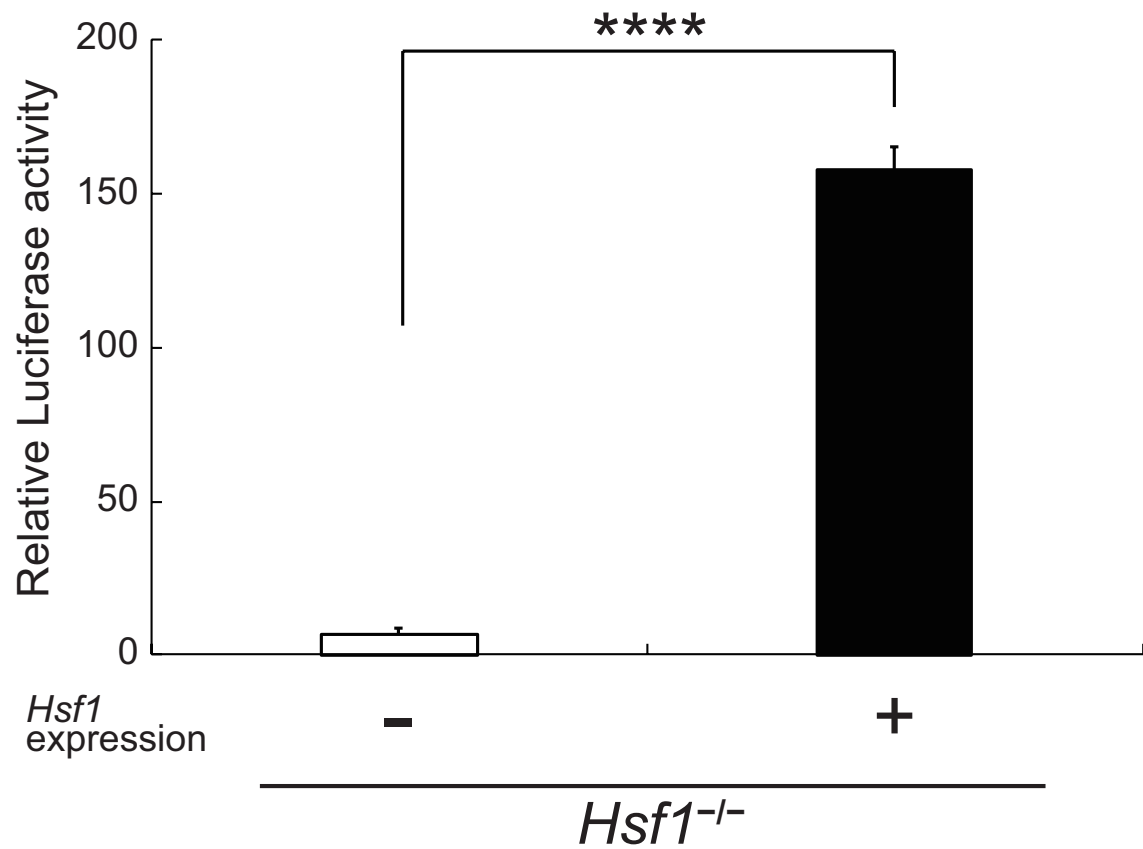

Figure S7. The transcriptional activity of HSF1 via HSE in Pv11 cells. Reporter- and internal control-vectors and either pPv121-*Hsf1* or pPv121-MCS (empty vector) were co-transfected into *Hsf1*<sup>-/-</sup> cells. Two days after transfection, the cells were collected and subjected to luciferase assay. Normalized values are expressed as mean  $\pm$  standard deviation (SD). \*\*\*\* $p < 0.0001$ ;  $n = 4$  in each group.

Table S1. The number of DEGs in Figure S4b.

| Cluster | The number of DEGs |
|---------|--------------------|
| A       | 1043               |
| B       | 843                |
| C       | 2586               |
| D       | 702                |
| E       | 1817               |
| F       | 645                |
| Total   | 7636               |

Clusters were defined by hclust function with "ward. D2" method based on Pearson correlation distances.

Table S2. The number of anhydrobiosis-related genes in Figure S4b.

| Gene                                | Cluster |   |   |   |   |   | * |
|-------------------------------------|---------|---|---|---|---|---|---|
|                                     | A       | B | C | D | E | F |   |
| <i>Lea</i>                          | 23      | 1 | 0 | 0 | 0 | 0 | 3 |
| <i>Trx</i>                          | 13      | 2 | 2 | 0 | 1 | 0 | 7 |
| <i>Lil</i>                          | 13      | 0 | 0 | 0 | 0 | 0 | 0 |
| <i>Pimt</i>                         | 12      | 1 | 0 | 0 | 0 | 0 | 0 |
| <i>Trehalose metabolism-related</i> | 3       | 0 | 0 | 1 | 0 | 0 | 0 |

The genes previously reported as anhydrobiosis-related genes are picked up and counted. *Lea*, late embryogenesis abundant proteins; *Trx*, thioredoxins; *Lil*, lea-island-located proteins; *Pimt*, protein-L-isoaspartate (D-aspartate) O-methyltransferases; \*, genes that are not detected as DEGs. Trehalose metabolism-related genes include TPS, TPP, Tret1 and Treh.

Table S3. The number of DEGs in Figure 3a.

| cluster number | the number of DEGs |
|----------------|--------------------|
| 1              | 1140               |
| 2              | 1132               |
| 3              | 2338               |
| 4              | 1320               |
| Total          | 5930               |

Clusters were defined by hclust function with "ward. D2" method based on Pearson correlation distances.

Table S4. The number of anhydrobiosis-related genes in each cluster in Figure 3a.

| Gene                         | Cluster |   |   |    | * |
|------------------------------|---------|---|---|----|---|
|                              | 1       | 2 | 3 | 4  |   |
| <i>Lea</i>                   | 1       | 0 | 0 | 26 | 0 |
| <i>Trx</i>                   | 2       | 0 | 2 | 17 | 4 |
| <i>Lil</i>                   | 0       | 0 | 0 | 13 | 0 |
| <i>Pimt</i>                  | 0       | 0 | 0 | 13 | 1 |
| Trehalose metabolism-related | 1       | 0 | 0 | 3  | 0 |

The genes previously reported as anhydrobiosis-related genes are picked up and counted. *Lea*, late embryogenesis abundant protein; *Trx*, thioredoxin; *Lil*, lea-island-located protein; *Pimt*, protein-L-isoaspartate (D-aspartate) O-methyltransferase; \*, genes that are not detected as DEGs.

Table S5. HSE enrichment analysis.

| Cluster | The number of genes in the presence or absence of HSE* |         | The number of total genes | Sequence similarity (adjusted <i>p</i> -value)** |          |          |          | Sequence similarity (-log2 (adjusted <i>p</i> -value)) |             |             |             |
|---------|--------------------------------------------------------|---------|---------------------------|--------------------------------------------------|----------|----------|----------|--------------------------------------------------------|-------------|-------------|-------------|
|         | presence                                               | absence |                           | MA0486.1                                         | MA0486.2 | MA0770.1 | MA0771.1 | MA0486.1                                               | MA0486.2    | MA0770.1    | MA0771.1    |
| 1       | 331                                                    | 809     | 1140                      | 7.37E-04                                         | 4.31E-03 | 1.19E-05 | 3.92E-06 | 10.40604776                                            | 7.858096415 | 16.3586789  | 17.96071491 |
| 2       | 298                                                    | 834     | 1132                      | -                                                | -        | -        | -        | -                                                      | -           | -           | -           |
| 3       | 605                                                    | 1733    | 2338                      | -                                                | -        | -        | -        | -                                                      | -           | -           | -           |
| 4       | 447                                                    | 873     | 1320                      | 6.79E-07                                         | 4.02E-08 | 5.75E-21 | 2.69E-13 | 20.49008509                                            | 24.56822926 | 67.23692804 | 41.75745906 |

\*The number of genes that have HSE was detected using MEME Suite Fimo. If the *p*-value was less than 0.0001, then recorded as "have HSE genes".

\*\*Motif enrichment analysis done in MEME Suite AME. The optimal enrichment *p*-value of the motif according to the statistical test (Fisher's exact test), adjusted for multiple tests using a Bonferroni correction.

Table S6. Primers for vector constructions.

| Primer set | PCR fragment                              | forward primer (5'-3')                                                                               | reverse primer (3'-5')                                                                                                       |
|------------|-------------------------------------------|------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------|
| 1          | AcGFP1                                    | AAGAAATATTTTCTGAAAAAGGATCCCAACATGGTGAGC<br>AAGGG                                                     | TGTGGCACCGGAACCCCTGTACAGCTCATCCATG                                                                                           |
| 2          | P2A-ZeoR                                  | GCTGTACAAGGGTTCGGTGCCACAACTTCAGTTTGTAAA<br>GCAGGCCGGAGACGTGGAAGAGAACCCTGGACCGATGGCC<br>AAGTTGACCAAGT | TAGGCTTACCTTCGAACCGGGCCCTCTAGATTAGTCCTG                                                                                      |
| 3          | gRNA#2-LμH-121-AcGFP1-P2A-ZeoR-RμH-gRNA#2 | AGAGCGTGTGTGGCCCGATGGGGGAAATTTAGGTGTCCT<br>GCCACGCGCTGAAAGGAGTG                                      | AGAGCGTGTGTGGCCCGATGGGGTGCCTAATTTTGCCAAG<br>ACTTCAATTATGATACATGAATAAACA                                                      |
| 4          | <i>Hsf1</i> cDNA                          | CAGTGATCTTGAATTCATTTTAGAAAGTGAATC                                                                    | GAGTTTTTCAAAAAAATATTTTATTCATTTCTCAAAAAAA<br>AATTG                                                                            |
| 5          | <i>Hsf1</i> -3xFLAG                       | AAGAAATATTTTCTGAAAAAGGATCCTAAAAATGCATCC<br>GATCGAGAGTG                                               | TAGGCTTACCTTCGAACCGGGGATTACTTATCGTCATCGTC<br>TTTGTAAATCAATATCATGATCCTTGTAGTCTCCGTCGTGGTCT<br>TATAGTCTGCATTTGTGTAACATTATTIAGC |
| 6          | <i>Hsf1</i> -3xFLAG                       | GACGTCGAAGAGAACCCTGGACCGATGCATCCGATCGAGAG<br>TG                                                      | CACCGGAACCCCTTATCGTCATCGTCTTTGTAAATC                                                                                         |
| 7          | P2A-HaloTag                               | TGACGATAAGGGTTCGGTGCCACAAAC                                                                          | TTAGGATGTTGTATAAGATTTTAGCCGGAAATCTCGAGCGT<br>C                                                                               |
| 8          | BlaR                                      | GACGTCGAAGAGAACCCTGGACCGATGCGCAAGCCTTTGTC<br>TC                                                      | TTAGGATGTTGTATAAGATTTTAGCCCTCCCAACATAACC                                                                                     |
| 9          | pPv202bp promoter                         | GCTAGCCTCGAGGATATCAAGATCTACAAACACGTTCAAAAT<br>CATATTTTC                                              | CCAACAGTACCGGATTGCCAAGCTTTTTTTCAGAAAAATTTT<br>TCTTTTGTGTC                                                                    |
| 10         | PvGapdh promoter                          | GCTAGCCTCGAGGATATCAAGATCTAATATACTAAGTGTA<br>AGCAATTG                                                 | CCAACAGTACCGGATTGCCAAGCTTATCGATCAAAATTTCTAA<br>CTTTAG                                                                        |
| 11         | <i>Hsf1</i>                               | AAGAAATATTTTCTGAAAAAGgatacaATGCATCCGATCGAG<br>AGTG                                                   | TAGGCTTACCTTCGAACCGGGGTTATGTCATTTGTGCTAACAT<br>TATTTAGC                                                                      |

The primers were designed using the NEBuilder Assembly Tool Verdon1 (<https://nebuilderv1.neb.com/>).

Table S7. The combination of transfected donor vectors.

| Established cell line                                  | Donor Vectors                                                |                                  |
|--------------------------------------------------------|--------------------------------------------------------------|----------------------------------|
|                                                        | 1                                                            | 2                                |
| <i>Hsf1</i> <sup>-/-</sup>                             | pCR- <i>Hsf1</i> gRNA $\mu$ H-121-AcGFP1-P2A-ZeoR            | -                                |
| <i>Hsf1</i> <sup>-/-</sup> ; HaloTag/BlaR              | pCR4-g7775 gRNA $\mu$ H-P2A-HaloTag                          | pCR4-g7775 gRNA $\mu$ H-P2A-BlaR |
| <i>Hsf1</i> <sup>-/-</sup> ; <i>Hsf1</i> -HaloTag/BlaR | pCR4-g7775 gRNA $\mu$ H-P2A- <i>Hsf1</i> -3xFLAG-P2A-HaloTag | pCR4-g7775 gRNA $\mu$ H-P2A-BlaR |

These donor vectors were transfected at a concentration of 0.03-0.1 pmol. The pCR4-g7775 gRNA $\mu$ H-P2A-BlaR was previously constructed in our study.

Table S8. Processing and mapping.

| Sample                                                       | Picard: deduplication stats |                 |                         |                            |                    |          | HTSeq Count |           |                      |            |
|--------------------------------------------------------------|-----------------------------|-----------------|-------------------------|----------------------------|--------------------|----------|-------------|-----------|----------------------|------------|
|                                                              | Unique Pairs                | Unique Unpaired | Duplicate Pairs Optical | Duplicate Pairs Nonoptical | Duplicate Unpaired | Unmapped | Assigned    | Ambiguous | Alignment Not Unique | No Feature |
| WT_T0-1                                                      | 17744216                    | 342796          | 8315886                 | 2359710                    | 2769595            | 7099497  | 13581193    | 67607     | 2454183              | 16791903   |
| WT_T0-2                                                      | 16500192                    | 342324          | 6917798                 | 2060926                    | 2499355            | 6102539  | 12203353    | 58993     | 2088677              | 15098654   |
| WT_T0-3                                                      | 15312082                    | 331501          | 6406878                 | 1922688                    | 2387537            | 5908090  | 11331144    | 56747     | 1961295              | 14067660   |
| WT_T48-1                                                     | 21014452                    | 213900          | 7130992                 | 2224304                    | 1391125            | 3772231  | 13485192    | 77778     | 2666206              | 17308323   |
| WT_T48-2                                                     | 16417312                    | 357996          | 5141460                 | 1649528                    | 2096162            | 4450720  | 10857269    | 63133     | 2055070              | 13780777   |
| WT_T48-3                                                     | 18687444                    | 372268          | 6003902                 | 1932704                    | 2373327            | 5105643  | 12369050    | 69711     | 2495303              | 15814718   |
| <i>Hsf1</i> <sup>+/+</sup> _T0-1                             | 11566222                    | 283256          | 3694462                 | 1199564                    | 1482908            | 4073576  | 7840554     | 31605     | 1554338              | 9620138    |
| <i>Hsf1</i> <sup>+/+</sup> _T0-2                             | 16475896                    | 324917          | 6651050                 | 1959260                    | 2256786            | 5953237  | 11803954    | 44565     | 2416198              | 14756602   |
| <i>Hsf1</i> <sup>+/+</sup> _T0-3                             | 14369316                    | 295517          | 5016442                 | 1578746                    | 1780813            | 4838876  | 9874913     | 37053     | 1818693              | 12281064   |
| <i>Hsf1</i> <sup>+/+</sup> _T48-1                            | 15977990                    | 359528          | 4942972                 | 1578632                    | 2135979            | 4538837  | 10767831    | 56099     | 1746029              | 13327710   |
| <i>Hsf1</i> <sup>+/+</sup> _T48-2                            | 15592832                    | 367219          | 4769592                 | 1508048                    | 2125092            | 4468649  | 10445405    | 57272     | 1681196              | 13036487   |
| <i>Hsf1</i> <sup>+/+</sup> _T48-3                            | 16642358                    | 351026          | 5010360                 | 1629448                    | 2086748            | 4484900  | 11000242    | 56393     | 1802682              | 13799185   |
| <i>Hsf1</i> <sup>+/+</sup> ; HaloTag/BlaR_T0-1               | 18724702                    | 345213          | 7428008                 | 2245278                    | 2579265            | 6942892  | 13394818    | 51410     | 2634959              | 16732763   |
| <i>Hsf1</i> <sup>+/+</sup> ; HaloTag/BlaR_T0-2               | 16580826                    | 349540          | 7021872                 | 2076316                    | 2578817            | 7168081  | 12302148    | 44152     | 2604377              | 15141072   |
| <i>Hsf1</i> <sup>+/+</sup> ; HaloTag/BlaR_T0-3               | 11985794                    | 91953           | 3336414                 | 1122744                    | 464592             | 2718931  | 7221398     | 24164     | 1451290              | 9193863    |
| <i>Hsf1</i> <sup>+/+</sup> ; HaloTag/BlaR_T48-1              | 13982080                    | 306981          | 4033148                 | 1295468                    | 1652659            | 3805156  | 9068587     | 43179     | 1630689              | 11377734   |
| <i>Hsf1</i> <sup>+/+</sup> ; HaloTag/BlaR_T48-2              | 15287954                    | 358049          | 4507072                 | 1475838                    | 2056979            | 4372218  | 10002489    | 51488     | 1891966              | 12749146   |
| <i>Hsf1</i> <sup>+/+</sup> ; HaloTag/BlaR_T48-3              | 15994514                    | 454301          | 4851628                 | 1550136                    | 2686613            | 5370326  | 10713183    | 54528     | 2279123              | 13730426   |
| <i>Hsf1</i> <sup>+/+</sup> ; <i>Hsf1</i> -HaloTag/BlaR_T0-1  | 20893958                    | 364191          | 8914736                 | 2722020                    | 3085420            | 8832121  | 15355239    | 75142     | 3305042              | 19168520   |
| <i>Hsf1</i> <sup>+/+</sup> ; <i>Hsf1</i> -HaloTag/BlaR_T0-2  | 12509068                    | 277047          | 4310538                 | 1367584                    | 1650998            | 4973597  | 8471134     | 43691     | 1846041              | 10769287   |
| <i>Hsf1</i> <sup>+/+</sup> ; <i>Hsf1</i> -HaloTag/BlaR_T0-3  | 13211692                    | 292794          | 4616150                 | 1459502                    | 1802256            | 5228012  | 9058347     | 44689     | 1803089              | 11463973   |
| <i>Hsf1</i> <sup>+/+</sup> ; <i>Hsf1</i> -HaloTag/BlaR_T48-1 | 13924608                    | 351484          | 4626958                 | 1430084                    | 2142129            | 4838909  | 9449334     | 71880     | 1819781              | 12086436   |
| <i>Hsf1</i> <sup>+/+</sup> ; <i>Hsf1</i> -HaloTag/BlaR_T48-2 | 20366672                    | 391239          | 7783968                 | 2370782                    | 3080089            | 6871950  | 14486439    | 103533    | 2658170              | 18210162   |
| <i>Hsf1</i> <sup>+/+</sup> ; <i>Hsf1</i> -HaloTag/BlaR_T48-3 | 15107630                    | 317984          | 5027232                 | 1579068                    | 2000832            | 4712646  | 10202281    | 72470     | 1859158              | 12879622   |

Unique Pairs: the number of unique read pairs

Unique Unpaired: the number of unique single reads

Duplicate Pairs Optical: the number of cases when single cluster has falsely been called as two by Illumina software

Duplicate Pairs Nonoptical: the number of duplicates in nearby wells, PCR, and sister strand duplicates

Duplicate Unpaired: the number of unpaired duplicates

Unmapped: the number of unmapped reads

Assigned: the number of unique reads assigned to single feature (gene)

Ambiguous: the number of reads matched to more than one features

Alignment Not Unique: the number of not uniquely aligned reads

No Feature: the number of reads without any assigned features

Table S9. Primers for ChIP-qPCR in Figure 4c.

| Target                 | forward primer (5'-3') | reverse primer (3'-5')   |
|------------------------|------------------------|--------------------------|
| <i>g16187</i> promoter | TCCTGAGGCATCTTAACACC   | CTGCACAAACTGCTCAGGAA     |
| <i>g16356</i> promoter | TTTTTCGGCAAATTTTCT     | TGGATCATTGATGCGACAGT     |
| <i>g17488</i> promoter | CGGTCTGGGATTTTCTTTC    | TTTCTCGAATATTGCTTAAATTTT |
| <i>g5646</i> promoter  | TTTTCTTGCCTTTTGAAAT    | TTCTCGAATGTTCATTTTGC     |

The primers were designed using the Primer3Plus (<http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi>).

## Supplementary materials and methods

### Vector construction

To construct the p-3×HSE-Pv202bp-Nluc reporter vector, first, pPv202bp-Nluc was constructed. The Pv202bp minimal promoter [3] was cloned and amplified using specific primers (Table S6: set 9) from pTetO-202bp-AcGFP1 [3] and inserted between HindIII and BglII sites of pNL1.1 (Promega, Fitchburg, WI) using NEBuilder HiFi DNA Assembly Mater Mix. To insert the tandemly repeated HSE sequence (MA0486.1, <http://jaspar.genereg.net/>) into the pPv202bp-Nluc, the vector was digested with BglII and EcoRV and the digested small fragment was replaced with the HSE sequence generated by annealing the following oligonucleotides: sense: 5'-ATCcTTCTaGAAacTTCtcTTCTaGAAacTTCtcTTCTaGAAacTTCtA-3'; antisense: 5'-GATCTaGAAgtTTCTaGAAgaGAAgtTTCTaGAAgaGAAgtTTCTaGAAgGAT-3' (p-3×HSE-Pv202bp-Nluc; Data S16). For construction of the luc2-reference vector, the *PvGapdh* promoter was amplified from pPGK vector [4] by PCR (Table S6: set 10) and inserted between HindIII and BglII sites of pGL4.10 (Promega) using NEBuilder HiFi DNA Assembly Mater Mix (pPvGapdh-luc2: Data S17). For construction of pPv121-*Hsfl* expression vector, *Hsfl* ORF was amplified with specific primers (Table S6: set 11) from cDNA of dried *P. vanderplanki* larvae and inserted pPv121-MCS [3] digested with BamHI and SacII using NEBuilder HiFi DNA Assembly Mater Mix (pPv121-*Hsfl*: Data S18).

### Transfection and luciferase assay

The *Hsfl*<sup>-/-</sup> cells were seeded at a density of  $3 \times 10^5$  cells per mL into a 25 cm<sup>2</sup> cell culture flask and grown at 25°C for 4-6 days before transfection. Transfection into Pv11 cells was carried out using a NEPA21 Super Electroporator (Nepa Gene). A mixture of 0.5 µg of either pPv121-*Hsfl* or pPv121-MCS, 2 µg p-3×HSE-Pv202bp-Nluc reporter vector and 5 µg PvGapdh-luc2 vector was transfected into the cells. Two days after transfection, the cells were collected, and luciferase activity was measured using an ARVO luminometer (PerkinElmer, Waltham, MA) with the Nano-Glo Dual-Luciferase Reporter Assay System (Promega).

### HSF1-independent genes selection

To obtain genes that are generally up- and downregulated by HSF1-independent manner during trehalose treatment in Pv11 cells, no-DE genes (FDR > 0.05) were analyzed. FDR and log2FC values were calculated by comparison of TPM of *Hsfl*<sup>-/-</sup>; HaloTag/BlaR between T0 vs T48 and of *Hsfl*<sup>-/-</sup>; *Hsfl*-HaloTag/BlaR between T0 vs T48, then genes were extracted if the FDR is less than 0.05 in both

cells. Up- and downregulated genes were determined with log2FC values: log2FC >0, upregulated genes; log2FC <0, downregulated genes (Data S6).

## References

1. Hietakangas, V.; Ahlskog, J.K.; Jakobsson, A.M.; Hellesuo, M.; Sahlberg, N.M.; Holmberg, C.I.; Mikhailov, A.; Palvimo, J.J.; Pirkkala, L.; Sistonen, L. Phosphorylation of serine 303 is a prerequisite for the stress-inducible SUMO modification of heat shock factor 1. *Mol Cell Biol* **2003**, *23*, 2953-2968, doi:10.1128/mcb.23.8.2953-2968.2003.
2. Xu, Y.M.; Huang, D.Y.; Chiu, J.F.; Lau, A.T. Post-translational modification of human heat shock factors and their functions: a recent update by proteomic approach. *J Proteome Res* **2012**, *11*, 2625-2634, doi:10.1021/pr201151a.
3. Tokumoto, S.; Miyata, Y.; Usui, K.; Deviatiiarov, R.; Ohkawa, T.; Kondratieva, S.; Shagimardanova, E.; Gusev, O.; Cornette, R.; Itoh, M., et al. Development of a Tet-On Inducible Expression System for the Anhydrobiotic Cell Line, Pv11. *Insects* **2020**, *11*, doi:10.3390/insects11110781.
4. Sogame, Y.; Okada, J.; Kikuta, S.; Miyata, Y.; Cornette, R.; Gusev, O.; Kikawada, T. Establishment of gene transfer and gene silencing methods in a desiccation-tolerant cell line, Pv11. *Extremophiles* **2017**, *21*, 65–72, doi:10.1007/s00792-016-0880-4.

How the deposited data were processed for this re-analysis (not part of the article)

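Pv11 cells of 4 lines (WT, *Hsf1*-/-, *Hsf1*-/-; HaloTag/BlaR and *Hsf1*-/-; *Hsf1*-HaloTag/BlaR) were sequenced before trehalose treatment (T0) and after 48 h of it (T48), with 3 libraries in each of 8 groups. Poly(A) RNA was made into libraries with the NEBNext Ultra II kit and read on a HiSeq X as 150 bp paired-end reads. The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 to assembly Pv_5.2 of *P. vanderplanki*, marked duplicates with Picard and counted reads per gene with HTSeq, where a read that fits more than 1 gene or place is not counted. The authors converted the counts to TPM, which is scaled by gene length and to a total of 1000000 in each library, and deposited the mean TPM of the 3 libraries of each group. Near-identical gene copies can lose reads under this counting, so the levels of single genes in the *Lea*, *Trx*, *Pimt*, *Lil* and *Hsp* families are uncertain.

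The deposited table also holds, for each gene, its place in the assembly, GO terms, the authors' cluster among 4 and among 6 clusters, and predicted HSEs. The authors formed the clusters from genes called by edgeR's likelihood ratio test, with hierarchical clustering (ward.D2 linkage, Pearson distance) of mean TPM. The HSEs come from the authors' FIMO search of 1000 bp around each start site, and the deposited score and p-value of each HSE are the values FIMO gave to that match. The table repeats a gene for each of its HSEs, over 25248 lines in all, and each gene was taken once. Hits of 5 motifs are in the table, 4 of them named in the methods, and all were used unless stated. Coordinates are those of the deposited table.

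Limma had been chosen as the test for a table of libraries. The deposited TPM values are group means, so no test between groups was run, and no SD or n was taken from them. A gene was counted as past 2-fold when its mean TPM was at least 1 in one of the groups compared and its log2(TPM + 1) differed by at least 1. Such genes are not the authors' differentially expressed genes. The spread between libraries came from the paper's Data S15, of which 1998 rows were used and the other 15852 were not used here. Its 3 library columns per group carry no replicate number. SD and n printed beside a gene are from these library values, marked as the paper's.

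Changes of gene groups were given as the median log2 ratio over the genes, and shares as percent of genes. Median-of-ratios factors were computed on the group means over the 8873 genes above 0 in all groups, and ran from 0.778 for WT at T0 to 1.23 for the control cells at T48. Values called scaled, or given after scaling, were divided by them. A list's median was set beside those of 10000 random lists of the same size, drawn in 20 bins of mean expression. These percentiles describe these group means and are not p-values.

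GO terms of at least 5 genes were tested by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment within each list. The background was every gene with a GO term and TPM above 0 in the HSF1-rescue or control cells. The share of genes with an HSE was compared with all genes outside the cluster by a two-sided Fisher's exact test, adjusted over the 4 clusters, with a 95% Wilson interval for the share. The authors' own enrichment used random genomic sequences as the comparison, which were not used here. Lists of anhydrobiosis-related genes and their families are those of Data S10 (130 genes in 6 families), and Data S6 gave the lists of genes changed in the same direction in both lines.

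TPM keeps no depth. Table S8 of the paper gives 7221398 to 15355239 assigned reads per library, with a median of 10812550, and these were not used in any computation. Over the genes of Data S15 with at least 1 TPM, the SD of log2(TPM + 1) between libraries had a median of 0.11 to 0.16 by group and a 95th percentile of 0.42 to 0.50, which limits what a single gene's ratio can show.

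Genes named in the text followed a rule. It takes the *Hsf1* gene and *g7775*, every gene named in the paper's text, Figure 4c, Figure S4c or Figure S5, the highest and lowest gene of each of the 6 families by the ratio of HSF1-rescue over control cells at T48, the 2 genes of each of clusters 1 to 4 with the largest change at T48 among those of at least 10 TPM, and the 10 most abundant genes of the HSF1-rescue cells at T48. The text prints a part of these genes. The values of Data S10, S6, S4 and S15 had been seen when the rule was written. *g11995* was named because Data S10 and the deposited table differ for it, which was found after its values were seen.

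The alternatives changed 1 choice at a time, except that the named genes were also scaled without a pseudocount, for genes above 0 in both groups. They were pseudocounts of 0.1 and 0.01, no minimum TPM and minimums of 1 and 5, scaling by median-of-ratios, TPM recomputed without the 10 most abundant genes, other linkage or log2 values for the clustering, other backgrounds and term sizes for GO, other HSE limits, motifs, windows and backgrounds, *Hsf1*-/- as the control line, and 50 or 100 in place of 10 most abundant genes. The counting of changed genes was tested on simulated data for HSF1-rescue against control cells at T48, over 17782 genes, where 200 of 200 genes made to change were counted and 0 unchanged genes were. The planted changes were well past the 2-fold limit and lay in genes of at least 5 TPM. All genes had the same spread, and no shift of all genes was put in. The test therefore does not tell how the counting performs near 2-fold, in genes of wider spread or under such a shift. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The luciferase, ChIP-qPCR, western blot and survival measurements were not analysed here.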

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

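The tests of scaling and of genes near the detection floor, and the comparison of WT with the HSF1-rescue cells as deposited, and of *g7775* between the lines were chosen only after the result was seen, while the comparison of WT after scaling was not.

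The paper shows cluster 3 in the control and HSF1-rescue cells, where it describes the genes as induced by trehalose only without HSF1, and does not report the cluster in WT. In WT, which carries HSF1, the 2338 genes rose at T48 with a median log2 ratio of 0.76, a signal in cells outside those used to form the cluster. The SD of this median between the paper's libraries was 0.04 in the 343 genes of the cluster held from Data S15. Over all expressed genes the median shift in WT was 0.51, so a part of the rise may be a shift common to many genes. The WT medians of clusters 1 and 2 were -0.05 and 0.05 as deposited and -0.56 and -0.47 after scaling. A shift common to all genes would lift falling genes too, so medians near 0 do not argue against it. Scaling of the group means argues against that shift as the whole cause, since the 2274 cluster genes of at least 1 TPM kept a scaled median of 0.25, above the range of -0.19 to -0.07 of 10000 random lists of matched expression. Genes near the detection floor as the whole cause are also argued against, as the scaled median was 0.16 in the 1832 genes with a mean of at least 5 TPM. A candidate explanation from the design is that HSF1 holds back the cluster in WT as it does in the HSF1-rescue cells, without stopping the rise. After scaling, 65.1% of the genes changed in WT by an amount nearer to the HSF1-rescue than to the control cells, against 51.8% of the 3209 expressed genes in no cluster. The scaled medians were 0.61 in the control cells, 0.25 in WT and 0.13 in the HSF1-rescue cells. As deposited the share was 48.5%, against 40.2% of the genes in no cluster, and the WT median of 0.76 lay nearer to the 0.95 of the control cells and the 0.79 of *Hsf1*-/- than to the 0.20 of the HSF1-rescue cells. The answer therefore turns with the scaling, and whether WT behaves as the HSF1-rescue cells stays open. It stays open also because WT also differs from the derived lines in its history of transfection and selection, which no group separates, and because GC content was not tested.

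The gene *g7775*, at which both derived lines carry their insert, is not discussed by the paper as a measured gene. Its level in the HSF1-rescue cells at T48 was lower than in the control cells by a log2 ratio of -1.65, whereas the ratio at T0 was -0.39. Abundant genes that rise in the HSF1-rescue cells could lower all others in TPM, but after scaling the ratio at T48 was still -1.29, which argues against this as the whole cause. From T0 to T48 the gene fell in WT from 102838 to 53957 TPM, a log2 ratio of -0.93, beside -1.61 in the HSF1-rescue cells, -0.36 in the control cells and -0.17 in *Hsf1*-/- (-1.52, -1.70, -0.74 and -0.50 after scaling). The larger falls are those of the lines with HSF1, and WT has no insert at the gene, but at T48 the level in WT was still above the 42716 TPM of *Hsf1*-/-. Several explanations stay open. The insert of the HSF1-rescue cells is longer than that of the control cells and lies in the same transcript, which may change its stability or how its reads align. HSF1 itself may lower the gene, which the authors assigned to cluster 2. No replicate value of this gene was used, so the ratio has no error of its own.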

How the results depend on the processing

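The HSE settings with the 4 motifs of the methods together, with MA0319.1 alone and with genes of 1 search region, the limit of 2-fold in both lines, scaling without a pseudocount for the named genes and the leaving out of single libraries were chosen only after the result was seen. The other alternatives, the comparisons and the rule for named genes were set before the deposited group means were examined, but with values of the paper's Data S4, S6, S10 and S15 already seen, and Data S15 holds library values behind those means.

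Of 774 values recomputed under an alternative, 482 stayed within the spread between libraries, within the limit set for counts, or on the same side of their test's threshold. Another 279 moved further, 9 passed a threshold that they had not passed, 1 no longer passed it and 3 changed direction. A change of sign in a named gene was counted among the 3 only from a log2 ratio of at least 1. Below it the sign turned in 14 values of 6 named genes, 12 of them after scaling and 2 without the 10 most abundant genes, and 7 HSE odds ratios crossed 1 on the same side of their threshold. Among the counts of genes past 2-fold, 57 of 66 stayed within their limit, and among the counts of anhydrobiosis-related genes 76 of 84 did. No minimum TPM left the counts past 2-fold as they were by construction, since a 2-fold change on this scale needs a TPM of at least 1. Except where stated, the cause was not tested.

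Scaling by median-of-ratios factors gave 1066 genes higher and 935 lower at T48 in WT, 1147 lower in *Hsf1*-/-, 1271 higher and 1147 lower in the control cells, and 806 higher and 587 lower between HSF1-rescue and control cells at T48. By its construction it takes out the shift of all genes, which was 0.51 in WT and -0.32 between the lines at T48. The median log2 ratios of cluster 1 became -0.56 in WT, -0.84 in *Hsf1*-/-, -0.88 in the control and -0.43 in the HSF1-rescue cells, with 0.23 and 0.68 between the lines at T0 and T48. Cluster 2 changed direction in WT, from 0.05 to -0.47, and had -0.78, -0.76 and -0.54 in the other lines and -0.15 between the lines at T48. Cluster 3 went to 0.25 in WT, 0.52 in *Hsf1*-/-, 0.61 in the control cells, 0.13 in the HSF1-rescue cells and -0.57 between the lines at T48. For cluster 4 the medians were 0.36, 0.29, 0.14, 0.69 and 0.76 in the same order. Over the 130 anhydrobiosis-related genes they were 0.69 in WT, 0.51 in *Hsf1*-/-, 0.39 in the control and 1.32 in the HSF1-rescue cells. By family in WT, *Hsp* changed direction from 0.39 to -0.034, and the others kept theirs, with 1.52 for *Lea*, 1.86 for *Trx*, 2.85 for *Pimt*, 2.33 for *Lil* and 1.3 for trehalose metabolism-related genes.

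A pseudocount of 0.1 raises the change of genes with low TPM by construction. It gave cluster 1 medians of -0.060 in WT, -0.62 in *Hsf1*-/- and in the control cells, -0.39 in the HSF1-rescue cells and 0.43 between the lines at T48. Those of cluster 2 were -0.50 in *Hsf1*-/- and in the HSF1-rescue cells and -0.52 between the lines at T48. Cluster 3 had 0.86 in WT, 0.94 in *Hsf1*-/-, 1.11 and 0.24 in the control and HSF1-rescue cells and -1.01 between them at T48, and cluster 4 had 1.02, 0.72, 0.57, 0.88 and 0.54. The 130 anhydrobiosis-related genes had 1.49 in WT, 1.16 in *Hsf1*-/-, 0.90 in the control and 1.63 in the HSF1-rescue cells, and the families in WT had 2.20 for *Lea*, 3.41 for *Trx*, 3.46 for *Pimt*, 2.95 for *Lil*, 0.49 for *Hsp* and 1.90 for trehalose metabolism. The number of genes lower in the HSF1-rescue cells at T0 was 325.

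Without the 10 most abundant genes, the medians of cluster 1 were -0.067 in WT, -0.52 in *Hsf1*-/- and in the control cells, -0.25 in the HSF1-rescue cells, and 0.20 and 0.47 between the lines at T0 and T48. In *Hsf1*-/-, in the HSF1-rescue cells and between the lines at T48, cluster 2 had -0.43, -0.36 and -0.39, cluster 3 had 0.84, 0.29 and -0.81, and cluster 4 had 0.58, 0.87 and 0.57. A minimum TPM of 1 moved cluster 1 to -0.60 in the control cells and 0.39 between the lines at T48, cluster 3 to -0.91 between them and cluster 4 to 0.79 in the HSF1-rescue cells. With a minimum of 5, cluster 1 had -0.65 in the control cells, 0.10 between the lines at T0 and 0.40 at T48, and cluster 4 had 0.38 at T48. That minimum left 227 genes at least 2-fold higher in the HSF1-rescue cells at T0, as fewer genes enter.

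Principal component analysis placed 57.2% and 16.8% of the variance on the first 2 components with log2(TPM + 1), and 72.6% and 15.1% without the 10 most abundant genes. Cluster 1 held 672 genes in the clustering repeated with ward.D2 linkage and 638 with average linkage, against the authors' 1140. The 50 most abundant genes held 47.3% of TPM at T0 and 36.3% at T48 in WT, 41.5% and 34.2% in *Hsf1*-/-, 42.6% and 33.8% in the control cells and 41.2% and 39.4% in the HSF1-rescue cells. For the 100 most abundant the shares were 62.5% and 49.7%, 56.1% and 48.0%, 57.6% and 48.2%, and 56.5% and 52.4%. They are larger than those of 10 genes by construction.

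The odds ratio of cluster 4 for HSEs stayed above 1 and past the threshold under 11 alternatives, from 1.37 to 2.12 (adjusted p from 4.13e-13 to 3.12e-06, Fisher's exact test). With MA0319.1 alone it was 1.02 and not past it (adjusted p = 0.780, Fisher's exact test). Cluster 1 passed the threshold with MA0486.1 (1.31, adjusted p = 0.0352), MA0486.2 (1.23, adjusted p = 0.0438), MA0770.1 (1.39, adjusted p = 0.000477) and MA0771.1 (1.4, adjusted p = 0.00213, Fisher's exact test), and with these 4 together (1.22, adjusted p = 0.0144, Fisher's exact test). Its adjusted p over the other alternatives ran from 0.123 to 0.780. HSEs upstream of the start site alone turned cluster 2 from 0.972 to 1.27 (adjusted p = 0.0161, Fisher's exact test), where its other alternatives gave an adjusted p of 0.0926 or more. With the other 3 clusters as background, cluster 3 was at 0.826 (adjusted p = 0.00238, Fisher's exact test), and its other alternatives gave 0.0519 or more. Genes with 1 search region gave 1.41 in cluster 4.

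With all genes that have a GO term as background, 14 terms were enriched in cluster 3, nucleic acid binding in cluster 3 had an adjusted p of 0.00829 and signal transduction in cluster 4 of 0.0481 (Fisher's exact test). With terms of at least 10 genes, 19 terms were enriched in cluster 1 and 12 in cluster 3, and nucleic acid binding had 0.0342 (Fisher's exact test). Fewer terms are tested in that setting by construction. Genes higher at T48 in both lines numbered 2852 without a minimum TPM, and at 2-fold in both lines there were 194 higher and 94 lower genes, both settings changing the genes that can count.

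No paired analysis was possible because the deposited columns are group means and the library columns of Data S15 carry no replicate number. A fit with the replicate as a block was therefore not run, nor was the leaving out of each replicate over all genes. In the part of Data S15 used here, leaving out each library of the HSF1-rescue or control cells at T48 in turn gave 188 to 198 genes past 2-fold, against 189 with all, and no single library moved the count past its limit. The median SDs of these lines at T48, combined as the root of their summed squares, gave 0.17 for a log2 ratio of single libraries. It is a typical value and not the error of a single gene's ratio of means, so small differences of single genes stay uncertain. TPM holds no read counts, and the depth behind a gene of low TPM is therefore unknown.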

Differences from the paper's values

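The limit of at least 2-fold in both lines and scaling without a pseudocount were chosen only after the result was seen, and the other alternatives named here were set before the deposited data were examined, with values of the paper's supplementary data already seen.

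For *Lil* genes with a log2 ratio of at least 3 at T48, the paper's number is 1 and the deposited means gave 0. With pseudocounts of 0.1 and 0.01 the number was 1, as in the paper. It stayed at 0, away from the paper's value, after scaling of the group means, without the 10 most abundant genes, with a minimum TPM of 1 and with *Hsf1*-/- as the control line. Scaling without a pseudocount, chosen after the values were seen, also gave 1 and drops 0 of the *Lil* genes that Data S10 lists at this ratio. For *Hsp* genes the paper's number is 5 and the deposited means gave 2. Pseudocounts of 0.1 and 0.01 gave 4, which no longer differs by the same measure, while the other 4 alternatives all gave 2. Scaling without a pseudocount also gave 2, but it drops 3 of the 5 *Hsp* genes that Data S10 lists at this ratio, as they have no value under it.

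The paper's number of genes upregulated in both the control and HSF1-rescue cells is 606, and 1593 were found here. They count different things, since the paper keeps genes with an FDR under 0.05 in both lines, while here a gene of at least 1 TPM was counted at any higher mean and without a test. No alternative, none of which holds such a test, came to the paper's number. The numbers were 2852 without a minimum TPM, 1079 with a minimum of 5, 1228 after scaling and 1807 without the 10 most abundant genes. A change of at least 2-fold in both lines, chosen after the values were seen, gave 194.

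The paper's log2FC values of Data S10 at T48 were made by the authors with edgeR, and the values here are ratios of log2(TPM + 1). For 10 of the named genes the value here differed and came within the paper's after scaling, but neither with a pseudocount of 0.1 nor, where it could be computed, without the 10 most abundant genes. For *g16187* the paper's value is 1.36 and the value here 1.00. *g16356* has 1.16 in the paper and 0.80 here, *g5646* 2.75 in the paper and 2.36 here, and *g16355* 4.14 in the paper and 3.74 here. The paper's 4.23 for *g13302* stands against 3.81, its 0.722 for *g16203* against 0.36, and its 0.441 for *g17178* against 0.083. For *g3807* the paper's value is -0.576 and the value here -0.93, and for *g11123* they are -0.528 in the paper and -0.88. The sign differs for *g16196*, with 0.306 in the paper and -0.052 here, and 0.31 after scaling. As *g16203* is itself among the 10 most abundant genes, it has no value without them.

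For the other 5 named genes none of these 3 alternatives came within the paper's value. *g17488* has 5.09 in the paper and 3.51 here, with 4.60 at a pseudocount of 0.1. *g17261* has 9.20 in the paper and 8.69 here, with 9.02 after scaling. The paper's 9.90 for *g17486* stands against 8.59, with 9.43 at a pseudocount of 0.1. For *g16170* the paper's value is 4.52 and the value here 2.77, with 4.08 at that pseudocount. For *g239,g240,g241* the paper's value is 9.91 and the value here 6.04, with 9.34 at that pseudocount. This entry is listed at 0 in the control cells. Scaling without a pseudocount, chosen after the values were seen, came within the paper's value for *g17488* (5.17), *g17261* (9.20) and *g17486* (9.92) and for the 10 genes above, but not for *g16170* (4.74), and drops 8 of the 81 genes that Data S10 lists at a log2FC of at least 1, with no value for *g239,g240,g241*.

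Levels in Data S10 differ from the deposited means for the same named entries in 2 cases, and no alternative applies to them. For *g11995* the paper's log2(TPM + 1) is 3.79 at T0 and 4.98 at T48 in the control cells, against 10.15 and 11.12 here. In the HSF1-rescue cells the paper's values are 3.92 and 4.74, against 10.37 and 10.81. For *g239,g240,g241* in the HSF1-rescue cells the paper's values are 2.40 and 5.31, against 3.18 and 6.04.

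Other differences are of calls and directions. The paper lists nucleic acid binding and the nucleus among the enriched terms of cluster 3, and signal transduction among those of cluster 4. Here the adjusted p were 0.0620, 1 and 0.324 (Fisher's exact test), while ATP binding in cluster 3, and cell redox homeostasis and cellular protein modification in cluster 4, were enriched as in the paper. Nucleic acid binding reached the paper's call with all genes that have a GO term as background (0.00829, Fisher's exact test) and with terms of at least 10 genes (0.0342, Fisher's exact test), and signal transduction with the former background (0.0481, Fisher's exact test). The nucleus term reached it under neither. Table S5 lists each of 4 HSF motifs as enriched in cluster 1. With the hits of all motifs the adjusted p here was 0.119 (Fisher's exact test), and each of the 4 motifs alone reached the paper's call, with an adjusted p between 0.000477 and 0.0438 (Fisher's exact test).

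The paper describes almost all genes of cluster 3 as strongly induced at T48, and this only without HSF1. A rise of at least 2-fold was found in 1112 of the 2338 genes (47.6%) in the control cells and in 211 in the HSF1-rescue cells, and a rise of any size in 93.7% and 68.5% (83.3% and 62.6% after scaling). The highest level was that of the control cells at T48 in 93.4% of the genes (77.3% after scaling), and the difference between the lines at T48 had the paper's direction in 97.1% (88.6% after scaling). The paper counts most of the 130 anhydrobiosis-related genes as higher with HSF1 at a log2 ratio of at least 1, and the tally here was 64, or 78 after scaling. At any size of difference 109 of the 130 were higher. Data S10 as used here holds 81 genes at or above that ratio and 38 at or above 3, beside the 83 and 39 of the paper's text, and 18 of its genes have no log2FC at T48.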

Other observations

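The tests on Data S10, on Data S6, on the overlap of gene models and on the scaling of cluster 3 were chosen only after the result was seen, as were the shares as deposited, while those on WT in cluster 4 after scaling and on HSEs and the size of the change were not.

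The log2FC of Data S10 lay above the log2 ratio of deposited TPM by a nearly constant amount. Over the 92 genes with at least 1 TPM in the control cells at T48, compared without a pseudocount and without the entries *g11995* and *g239,g240,g241* whose levels differ between the tables, the median difference was 0.36, with 5th and 95th percentiles of 0.33 and 0.36. Between-sample scaling factors are a candidate explanation, since the median-of-ratios factors of the HSF1-rescue and control cells at T48 shift every log2 ratio by 0.36. No biological explanation was tested, as both values come from the same libraries.

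Data S6 prints a logFC beside the TPM of each gene. Across its genes, which are not independent replicates, the rank correlation of logFC with the TPM ratio on the same line ran from -0.0411 to 0.0301 over the 2 lists and 2 lines. In Data S10 the same correlation was 1.00 at T48 and 0.877 at T0. A candidate explanation is that logFC and FDR in Data S6 stand beside other genes than their own, and only its gene names were used for the lists. The direction of its genes was taken from the deposited means.

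*Hsf1* (*g3611*) was near 0 TPM in all 8 groups, although the paper shows HSF1 protein in WT and HSF1-rescue cells by western blotting (Fig. 1c and Fig. 2c). Reads lost as ambiguous to an overlapping gene model are argued against as the cause, since 0 listed genes overlap it on either strand. A gene model that leaves out most of the transcript stays open and was not tested. The near absence of reads may therefore say little on the transcript level.

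Cluster 3 genes were lower in the HSF1-rescue cells at T48 by a median log2 ratio of -0.89. Abundant genes of these cells could lower all others in TPM, but after scaling the median was -0.57, so this shift is argued against as the whole cause.

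A hypothesis was that WT follows the HSF1-rescue cells in the induction of cluster 4. The test set before the result was seen took the values after scaling. There, 45.0% of the 1322 genes changed in WT by an amount nearer to the HSF1-rescue than to the control cells. This was below the 51.8% of the expressed genes in no cluster, so the hypothesis failed that test. As deposited, a share chosen after the result was seen, 62.9% were nearer to the HSF1-rescue cells, against 40.2% in no cluster. The failure therefore holds only after scaling. The shares after scaling and as deposited were 60.4% and 65.0% in cluster 1, and 70.8% and 59.3% in cluster 2. The scaled WT median of 0.36 was nearer to the 0.14 of the control cells than to the 0.69 of the HSF1-rescue cells, with 0.29 in *Hsf1*-/-. As deposited, the WT median of 0.84 was nearer to the 0.76 of the HSF1-rescue cells than to the 0.44 of the control cells. The scaled WT median was above all 10000 random lists of matched expression, as was that of *Hsf1*-/-, and no difference between these lines was tested.

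A hypothesis was that genes with a predicted HSE change more with HSF1. In cluster 4 the median log2 ratio of HSF1-rescue over control cells at T48 was 0.53 in 460 genes with an HSE and 0.42 in 862 without, a difference of 0.12. Of 100000 random reassignments of the HSEs, 1.60% gave one as large, and without the anhydrobiosis-related genes the difference was 0.11. The values are in line with the hypothesis for this cluster, although neighbouring gene copies are not independent. In cluster 1 at T0 the difference was -0.083, with 0.11 in 342 genes with an HSE and 0.19 in 798 without, which is opposite to the hypothesis (4.15% of reassignments as large in size).

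A predicted HSE was listed for 69 of the 130 anhydrobiosis-related genes (53.1%). They were 17 of 27 *Lea*, 10 of 25 *Trx*, 7 of 14 *Pimt*, 9 of 13 *Lil* and 25 of 47 *Hsp* genes, and 1 of 4 genes of trehalose metabolism. The *Lil* genes thus had the highest share, while none of them reached a log2 ratio of 3 between HSF1-rescue and control cells with a pseudocount of 1. In WT the median log2 ratio of T48 over T0 was 2.10 for *Lea*, 2.27 for *Trx*, 3.43 for *Pimt* and 2.90 for *Lil* genes, and in *Hsf1*-/- it was 1.13, 0.82, 2.09 and 2.82. For *Lil* the order of these lines turned after scaling, with 2.33 in WT and 2.50 in *Hsf1*-/-. The 47 *Hsp* genes had a median of 0.39 in WT, which turned to -0.03 after scaling, and of -0.40 in *Hsf1*-/- (-0.72 after scaling).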
